# The ubiquitin ligase Cul5 regulates CD4^+^ T cell fate choice and allergic inflammation

**DOI:** 10.1038/s41467-022-30437-x

**Published:** 2022-05-19

**Authors:** Binod Kumar, Natania S. Field, Dale D. Kim, Asif A. Dar, Yanqun Chen, Aishwarya Suresh, Christopher F. Pastore, Li-Yin Hung, Nadia Porter, Keisuke Sawada, Palak Shah, Omar Elbulok, Emily K. Moser, De’Broski R. Herbert, Paula M. Oliver

**Keywords:** Proteomics, T-helper 2 cells, Lymphocyte differentiation, Ubiquitylated proteins

## Abstract

Antigen encounter directs CD4^+^ T cells to differentiate into T helper or regulatory cells. This process focuses the immune response on the invading pathogen and limits tissue damage. Mechanisms that govern T helper cell versus T regulatory cell fate remain poorly understood. Here, we show that the E3 ubiquitin ligase Cul5 determines fate selection in CD4^+^ T cells by regulating IL-4 receptor signaling. Mice lacking Cul5 in T cells develop Th2 and Th9 inflammation and show pathophysiological features of atopic asthma. Following T cell activation, Cul5 forms a complex with CIS and pJak1. Cul5 deletion reduces ubiquitination and subsequent degradation of pJak1, leading to an increase in pJak1 and pSTAT6 levels and reducing the threshold of IL-4 receptor signaling. As a consequence, Cul5 deficient CD4^+^ T cells deviate from Treg to Th9 differentiation in low IL-4 conditions. These data support the notion that Cul5 promotes a tolerogenic T cell fate choice and reduces susceptibility to allergic asthma.

## Abstract (web summary)

Cytokine signaling influences the differentiation of CD4^+^ T cells into varying functional subsets. Here the authors show that an E3 ubiquitin ligase Cul5 alters T_H_2 and T_H_9 development and absence of Cul5 in T cells results in higher levels of allergy-associated IL-4 and IL-9 secreting T cells.

## Introduction

CD4^+^ T helper (Th) cells have a critical function in mounting an effective immune response against wide variety of pathogens^1^. They help to clear pathogens by secreting cytokines, activating innate immune cells, promoting cytotoxic CD8 T cell function and helping B cells to mount a humoral response^2,3^. During antigen exposure, CD4^+^ T cells can also become T regulatory (Treg) cells and suppress immune responses to innocuous antigens or dampen inflammation once the pathogen has been cleared, thus preventing autoimmune diseases^4^. The unique ability of CD4^+^ T cells to perform both pro- and anti-inflammatory functions is due to their ability to differentiate into various subtypes of Th and Treg cells. This differentiation depends on the cytokines present during T cell receptor (TCR) stimulation^1,5^. Cytokines, upon binding to their receptors, activate Janus kinase (Jak) and Signal Transducer Activator of Transcription (STAT) signaling pathways^6,7^. Once activated, phosphorylated STAT (pSTAT) proteins induce expression of transcription factors that establish Th cell lineages^7^. While the signaling cascades initiated by cytokines are critical for CD4^+^ T cell differentiation, limiting responses to low levels of cytokine helps to focus T cell differentiation and prevent autoimmune and allergic disease^8^.

Suppressor of Cytokine Signaling (SOCS) proteins are potent inhibitors of cytokine signaling. There are 8 members in this family (SOCS1-7 and Cytokine Inducible SH2 protein (CIS)), that have a C-terminal SOCS box motif and central SH2 domain^9–11^. Studies have shown that SOCS proteins regulate T cell fate by limiting cytokine signaling^12,13^. For instance, SOCS1 negatively regulates Th1 differentiation, and mice lacking SOCS1 die of inflammatory disease soon after weaning^14,15^. SOCS3 limits IL-23 signaling and Th17 differentiation^16^, while SOCS2 restricts Th2 differentiation^17–19^. Furthermore, CIS has been shown to limit both Th2 and Th9 differentiation and lung inflammation during experimental asthma^20^.

While these studies highlight the importance of SOCS proteins in limiting the cytokine signaling, how they function mechanistically remains poorly understood. Since cytokine signaling induces the phosphorylation of receptors and signal transducers^13^, one way to limit cytokine signaling is to inhibit kinase activity. Indeed, SOCS1 and SOCS3 proteins have a kinase inhibitory region (KIR) and inhibit the kinase activity of Jak proteins^13,21,22^. However, other SOCS proteins lack this domain. All SOCS proteins have an SH2 domain and a SOCS box domain^12^. The SH2 domain allows them to bind with phosphorylated receptors to block recruitment of signaling intermediates^13^. The SOCS box domain allows them to interact with Cullin 5 (Cul5) and thus participate in a Cullin Ring Ligase 5 (CRL5) E3 ubiquitin ligase complex^23^. However, SOCS box proteins bind Cul5 with widely varying affinities. Thus, each of the SOCS box protein may have different methods for inhibiting cytokine signaling, and the extent to which they work in a complex with Cul5 remains unclear.

Cul5 is a scaffold protein that nucleates the CRL5 complex^24^. As with other Cullins, E3 ubiquitin ligase activity is activated by neddylation, a post-translational modification in which the ubiquitin-like protein Nedd8 is covalently attached to Cul5^25^. The CRL5 complex consists of, among other proteins, a RING-box (Rbx) protein that recruits the E2 ubiquitin conjugating enzyme, and a substrate receptor that recruit substrates^24,26,27^. SOCS proteins are thought to function as substrate receptors for the CRL5 complex^23,25^, bringing the substrate and E2 in close proximity to allow substrate ubiquitination. Given the central function of SOCS proteins in regulating cytokine signaling, and their potential to act as substrate receptors for CRL5, we posited that Cul5 might be important in CD4^+^ T cell differentiation.

Here, we show that Cul5 regulates CD4^+^ T cell fate decisions. Supporting this mice lacking *Cul5* in T cells (*Cul5*^fl/*fl*^*CD4-Cre*) exhibit a very mild Th2 inflammation that worsens with age. Following allergen challenge, *Cul5*^fl/fl^*CD4-Cre* mice show elevated levels of Th9 cells, an increase in eosinophilia, goblet cell hyperplasia, and airways resistance. In activated CD4^+^ T cells, Cul5 associates with CIS to form a CRL5 complex. As has been shown for CIS-deficient cells, T cells lacking Cul5 are more likely to differentiate into Th2 and Th9 cells. In these cultures, Cul5-deficient T cells show increased expression of Th9-associated genes and evidence of increased STAT6 signaling. Following T cell activation, CIS recruits pJak1 to Cul5, resulting in decreased pJak1 levels and reduced IL-4R signaling. Limiting IL-4R signaling alters fate selection in CD4^+^ T cells. Supporting this, Cul5-deficient cells preferentially develop into proinflammatory Th9 cells instead of tolerogenic Treg cells. These data support that Cul5 regulates fate choice in CD4^+^ T cells and reduces susceptibility to allergic inflammation.

## Results

### Cul5 expression and activation is increased following CD4^+^ T cell stimulation

CRL5 ligase activity is turned on when the ubiquitin-like protein Nedd8 is covalently attached to Cul5 in a process called neddylation^27,28^. Using di-glycine remnant profiling, we previously found that Cul5 neddylation was increased following activation in CD4^+^ T cells^29^. To monitor the kinetics of Cul5 expression and neddylation in CD4^+^ T cells, we assessed Cul5 and neddylated Cul5 levels by immunoblot (IB) in CD4^+^ T cells. In resting CD4^+^ T cells, we observed two bands representing Cul5 (Fig. 1a). We predicted that the faster-migrating band represented Cul5, while the slower migrating band represented neddylated Cul5. Supporting this, addition of MLN4924, a compound that inhibits neddylation^30^, referred to here as NAEi, resulted in an almost complete loss of the upper band and an increase in the lower band. After restimulation of resting cells with anti-CD3 and anti-CD28, the relative proportion of neddylated Cul5 increased, while unneddylated Cul5 decreased compared to resting cells (Fig. 1a).

**Fig. 1:**
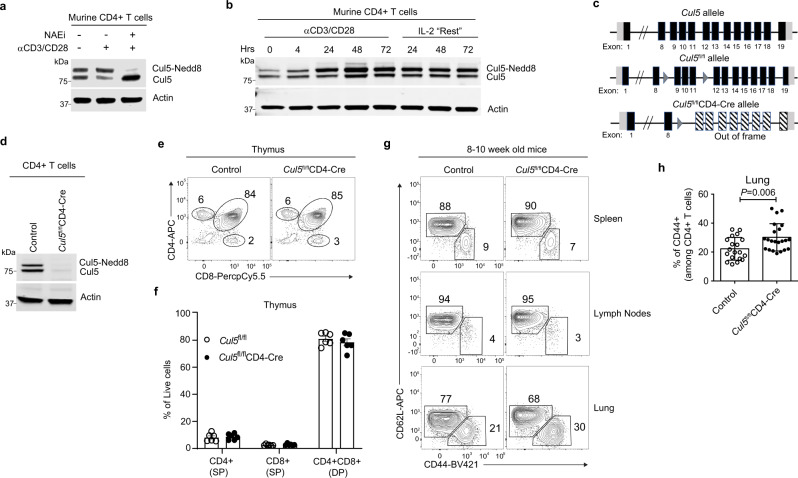
Cul5 expression and activation increased following CD4^+^ T cell stimulation. Immunoblot analysis showing neddylated and unneddylated forms of Cul5 in CD4^+^ T cells. **a** CD4^+^ T cells were stimulated with anti-CD3 and anti-CD28 for 48 h after which cells were washed and kept in IL-2 containing media referred as “Resting media”. Resting murine CD4^+^ T cells were either “stimulated” with anti-CD3 and anti-CD28 for 4hrs or kept in IL-2 containing “resting” media. Nedd8 inhibitor (MLN4924) (NAEi, 1 μM) was added during the final 1 h of restimulation. *n* = 3 biologic replicates were examined in three independent experiments. **b** Naive CD4^+^ T cells were stimulated with anti-CD3 and anti-CD28 for the indicated time, after 72 h cells were transferred to fresh IL-2 containing media *n* = 3 biologic replicates were examined in three independent experiments. **c** Schematic of *Cul5* gene with loxP insertions. **d** Immunoblot showing expression of Cul5 in CD4^+^ T cells isolated from spleens of control and *Cul5*^fl/fl^*CD4-Cre* mice. *n* = 3 biologic replicates were examined in three independent experiments. **e** Representative flow plots showing the frequencies of CD4^+^ and CD8^+^ T cells in each thymus. **f** Bar graphs show the compiled data for the frequencies of CD4^+^ and CD8^+^ T cells in thymi. *n* = 6 biologic replicates for each genotype were examined in two independent experiments. **g** Representative flow plots showing the frequencies of CD62L^+^ (Naïve) and CD44^+^CD4^+^ T cells from spleens, lymph nodes, and lungs of *Cul5*^fl/fl^*CD4-Cre* and control mice. **h** Compiled data showing the frequencies of CD44^+^CD4^+^ cells from lungs of *Cul5*^fl/fl^*CD4-Cre* and control mice. *n* = 20 WT and *n* = 22 *Cul5*^fl/fl^*CD4-Cre* animals were examined in seven independent experiments. Data in panels **f**, **h** are presented as Mean ±  SEM. *p*-values were calculated using an unpaired two-tailed *t*-test. Source data are provided in the Source Data file.

To evaluate the kinetics of Cul5 expression and neddylation in CD4^+^ T cells, we stimulated naïve CD4^+^ T cells with anti-CD3 and anti-CD28 and assessed Cul5 at different time points. Using two complementary methods, we found that the overall abundance of Cul5 protein was significantly increased after stimulation^31^ (Fig. 1b; Supplementary Fig. 1a). Notably, the neddylated fraction of Cul5 increased to an even greater extent than the unneddylated fraction (Fig. 1b). Interestingly, when the cells were removed from stimulating antibodies and “rested” in IL-2-containing media, the level of Cul5 remained high (Fig. 1b), suggesting that once stimulated, the total abundance of Cul5 was sustained. To test whether Cul5 levels and activation differed in particular subsets of Th cells, we assessed Cul5 neddylation under conditions that promote distinct CD4^+^ T cell fates. Cells were cultured under various polarizing conditions (Th0, Th1, Th2, Th17, Treg) and Cul5 levels were determined by IB. In all conditions, Cul5 levels and neddylation were similar (Supplementary Fig. 1b). Taken together, these results indicated that Cul5 is inducibly expressed and activated in CD4^+^ T cells regardless of cytokine exposure.

To investigate the biological function of Cul5 in CD4^+^ T cells, we generated mice with LoxP sites before exon 9 and after 11 in the *Cul5* gene (Fig. 1c). This strategy was employed so that recombination of the LoxP sites would cause a deletion of the exons as well as a frameshift mutation, resulting in a total loss of functional protein. We crossed the resulting *Cul5* floxed *(Cul5*^fl/fl^*)* mice to animals that expressed *CD4-Cre*, to generate *Cul5*^fl/fl^*CD4-Cre* progeny that lacked *Cul5* in all T cells (Fig. 1c). We then assessed Cul5 expression in CD4^+^ T cells of the resulting *Cul5*^fl/fl^*CD4-Cre* mice by IB (Fig.1d) and confirmed that Cul5 was deleted. *Cul5*^fl/fl^*CD4-Cre* mice were born at a normal mendelian frequencies and did not show any overt phenotypic defect. *Cul5*^fl/fl^*CD4-Cre* mice showed similar frequencies of CD4 and CD8 single positive (SP) cells and double positive (DP) T cells in their thymi (Fig. 1e, f), suggesting that T-cell development was grossly normal in these mice. To examine whether the loss of Cul5 impacted peripheral CD4^+^ T cell frequencies and/or numbers, we assessed cells in the secondary lymphoid organs and lungs of 8–10-week-old mice using flow cytometry. We found that *Cul5*^fl/fl^*CD4-Cre* mice had similar frequencies of CD44^+^CD4^+^ T cells in their spleens and lymph nodes (Fig. 1g and Supplementary Fig. 1c, d). However, compared to littermate controls, *Cul5*^fl/fl^*CD4-Cre* mice had higher frequencies and numbers of CD44^+^ CD4^+^ T cells in their lungs (Fig. 1g, h, and Supplementary Fig. 1e). Interestingly, we also observed an increase in CD44^+^CD8^+^ T cells in the lungs of *Cul5*^fl/fl^*CD4-Cre* mice compared to controls (Supplementary Fig. 1f).

### *Cul5*^fl/fl^*CD4-Cre* mice develop an unprovoked Th2-mediated lung inflammation

To examine whether the increased CD44^+^CD4^+^ T cells in the lung were associated with immunopathology, we first performed histological analysis in control and *Cul5*^fl/fl^*CD4-Cre* animals. In 8–10-week old mice we did not observe significant differences in immune infiltration by H&E staining (Fig. 2a, c). Additionally, goblet cell numbers were similar based on PAS staining (Fig. 2a, d). In contrast, 30–36-week-old *Cul5*^fl/fl^*CD4-Cre* mice showed immune cell infiltration by H&E staining (Fig. 2b, c). In addition, PAS staining showed increased goblet cell hyperplasia compared to age-matched littermate controls (Fig. 2b, d).

**Fig. 2:**
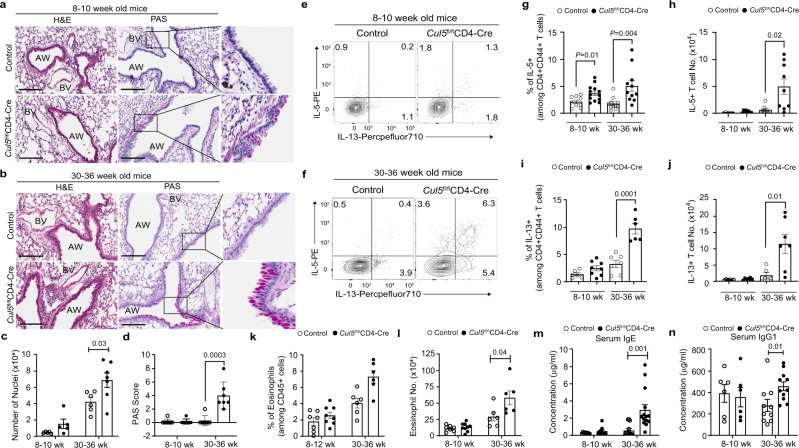
*Cul5*^fl/fl^*CD4-Cre* mice develop an unprovoked Th2-mediated lung inflammation. 8–10 or 30–36 week old control and *Cul5*^fl/fl^*CD4-Cre* mice were analyzed. Hematoxylin and Eosin (H&E) and Periodic Acid Schiff (PAS) stain of lung sections. Representative image of stains of lung sections from 8–10-week-old (**a**) and 30–36 week old (**b**) mice. Bar graph showing the number of nuclei (**c**) enumerated by Aperio ImageScope software in 100 mm^2^ area of lungs. PAS score (**d**) of the lung sections. For **a** and **c**, *n* = 5 for 8–10 week old control and *Cul5*^fl/fl^*CD4-Cre* mice; for 30–36 week old *n* = 6 control; 7 *Cul5*^fl/fl^*CD4-Cre* mice. For **b** and **d** *n* = 7 control and *Cul5*^fl/fl^*CD4-Cre* mice examined over two independent experiments; Scale bars, 200 μM, zoomed image of PAS is shown in right. **e**, **f** Representative flow plots showing the percentages of IL-5^+^ and IL-13^+^ cells among CD44^+^CD4^+^ T cells from lung. **g** Compiled data showing the frequencies of IL5^+^ cells in 8–10 week old mice *n* = 9 control; *n* = 13 *Cul5*^fl/fl^CD4- Cre examined over four independent experiments, and 30–36 week old mice *n* = 10 control; *n* = 11 *Cul5*^fl/fl^*CD4-Cre* examined in 3 independent experiments. **h** Numbers of IL-5^+^ cells in 8–10-week old mice *n* = 5 control; *n* = 8 *Cul5*^fl/fl^CD4- Cre, examined in three independent experiments, and 30–36-week-old mice, *n* = 8 control; *n* = 9 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. **i** Frequencies and **j** number of IL-13^+^ cells in lungs. For 8–10 week old mice *n* = 6 control, *n* = 8 *Cul5*^fl/fl^*CD4-Cre*, examined in 3 independent experiments; for 30–36 week old mice *n* = 7 control, *n* = 6 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. **k** Frequencies of eosinophils in the lungs. For 8–10- week old mice, *n* = 7 control, 8 *Cul5*^fl/fl^*CD4-Cre* examined in three independent experiments, and for 30–36-week-old, *n* = 6 mice examined in two independent experiments. **k** Number of eosinophils in the lungs of 8–10- week old mice, *n* = 7 control, *n* = 9 *Cul5*^fl/fl^*CD4-Cre*, examined in three independent experiments, and for 30–36-week-old, *n* = 6 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in two independent experiments. **m** Serum IgE levels. For 8–10 week old mice, *n* = 9 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in three independent experiments, and for 30–36-week-old mice, *n* = 13 control, *n* = 14 *Cul5*^fl/fl^*CD4-Cre*, examined over 4 independent experiments. Serum IgG1 levels. For 8–10 week old, *n* = 12 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in three independent experiments, and for 30–36-week-old mice, *n* = 10 control, *n* = 11 *Cul5*^fl/fl^*CD4-Cre*, examined over three independent experiments. Data is presented as Mean ± SEM in panels **c**, **d**, **g**–**n**. *p-*value is calculated by unpaired two-tailed *t-*test. AW Airways; BV-blood vessel. Source data are provided as a Source Data file.

To find out whether the infiltrating CD4^+^ T cells were producing cytokines that promote goblet cell hyperplasia, we examined cytokine production in lung CD4^+^ T cells. We observed that 8–10-week-old *Cul5*^fl/fl^*CD4-Cre* mice showed a modest, but reproducible increase in their frequencies of IL-5^+^ and IL-4^+^ CD4 cells compared to littermate controls (Fig. 2e, g, h; and Supplementary Fig. 2a, c, d). Their frequencies of IL-13^+^ cells were elevated but highly variable (Fig. 2e, i, j). By comparison, 30–36-week-old *Cul5*^fl/fl^*CD4-Cre* mice showed a substantial increase in Th2 cytokine-producing T cells compared to age matched controls (Fig. 2e–j, and Supplementary Fig. 2a–d).

Th2 cytokines can impact the recruitment and/or survival of eosinophils and alveolar macrophages in the lung^32,33^. We found that 30–36-week-old *Cul5*^fl/fl^*CD4-Cre* mice showed elevated numbers of eosinophils (Fig. 2k, l). However, we did not observe differences in alveolar macrophages in control and *Cul5*^fl/fl^*CD4-Cre* animals (Supplementary Fig. 2e). The Th2 cytokine IL-4 can induce class switch recombination (CSR) in B-cells to IgG1 and IgE. While 8–10 weeks old mice did not show differences in serum IgG1 and IgE levels (Fig. 2m, n), 30–36-week-old mice showed significantly increased levels of serum IgG1 and IgE (Fig. 2m, n).

Interestingly, while *Cul5*^fl/fl^*CD4-Cre* mice showed increased Th2 cells, no significant differences were observed in Th1 cells (IFNγ^+^) (Supplementary Fig. 2f–h) or IL-17A^+^ Th17 cells (Supplementary Fig. 2i–k). In keeping with this, we found no significant differences in the numbers of neutrophils (Supplementary Fig. 2l). Furthermore, we did not observe an increase in mast cells in *Cul5*^fl/fl^*CD4-Cre* compared to control mice (Supplementary Fig. 2m). Together, these results showed that deletion of Cul5 in CD4^+^ T cells predisposed mice to develop Th2-associated lung inflammation which worsened as they age.

### *Cul5*^fl/fl^*CD4-Cre* mice develop lung remodeling and airway hyperresponsiveness after allergen challenge

Given that *Cul5*^fl/fl^*CD4-Cre* mice developed Th2-mediated lung inflammation, we posited that they might be more susceptible to allergic inflammation. To test this, we challenged 8–10-week-old mice with house dust mite (HDM) extract, a common allergen that drives atopic asthma^34^. *Cul5*^fl/fl^*CD4-Cre* and littermate control mice were exposed to intranasal PBS or HDM over the course of two weeks (Supplementary Fig. 3a). Histological analysis revealed that HDM treated *Cul5*^fl/fl^*CD4-Cre* mice developed increased perivascular immune cell infiltration in their lungs compared to control animals (Fig. 3a, b). PAS staining revealed goblet cell hyperplasia in HDM treated *Cul5*^fl/fl^*CD4-Cre* mice compared to controls (Fig. 3a, c). HDM treated *Cul5*^fl/fl^*CD4-Cre* mice showed a significant increase in their Bronchoalveolar Lavage (BAL) cells compared to controls (Supplementary Fig. 3b). Further analysis of the BAL cells revealed increased numbers of eosinophils in *Cul5*^fl/fl^*CD4-Cre* (Fig. 3d) and T cells (Fig. 3e). The majority of the T-cells present in BAL were CD4^+^ T cells, and there was no significant difference in CD8^+^ T-cells (Fig. 3f and Supplementary Fig. 3c). In contrast, neutrophils were not significantly different in the BAL (Supplementary Fig. 3d). It is worth noting that PBS treated *Cul5*^fl/fl^*CD4-Cre* and control mice showed similar number of cells in their BAL (Supplementary Fig. 3b), supporting that *Cul5*^fl/fl^*CD4-Cre* mice showed little to no inflammation prior to HDM treatment. Analysis of the cytokine profiles of BAL fluid by ELISA show increased IL-4, IL-6 and monocyte chemoattractant protein 1 (MCP-1) in HDM treated *Cul5*^*fl/fl*^*CD4-Cre* mice compared to controls (Supplementary Fig. 3e).

**Fig. 3:**
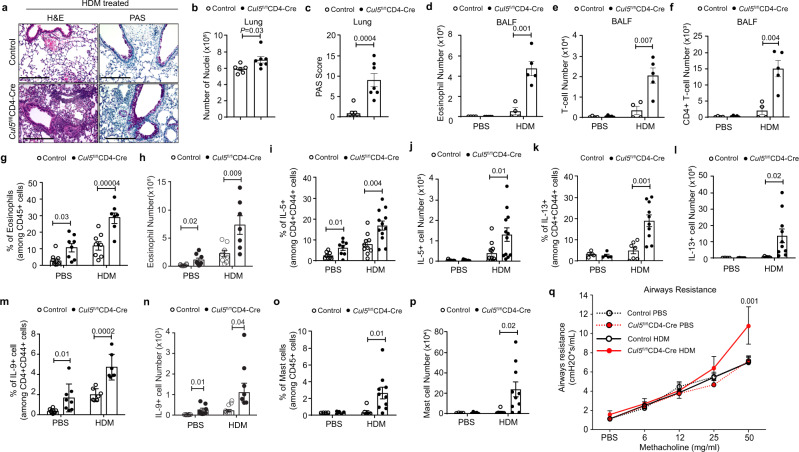
*Cul5*^fl/fl^*CD4-Cre* mice develop Th9-associated lung remodeling and airways hyperresponsiveness after allergen challenge. 8–10 week old control and *Cul5*^fl/fl^*CD4-Cre* mice were treated with HDM or PBS. Hematoxylin and Eosin (H&E) and Periodic Acid-Schiff (PAS) stain of lungs. Representative image (**a**) of H&E and PAS stain (combined data shown in panels **b** and **c**). Bar graph (**b**) showing the number of nuclei enumerated by Aperio ImageScope software in 100 mm^2^ area. *n* = 6 control, *n* = 7 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. Bar graph showing PAS score (**c**) in lungs. *n* = 7 control and *Cul5*^fl/fl^*CD4-Cre* mice, examined in two independent experiments. Total number of eosinophils (**d**), T cells (**e**), and CD4^+^ T cells (**f**) in BALF. *n* = 4 control, *n* = 5 *Cul5*^fl/fl^*CD4-Cre* examined in 1 experiment. Frequencies (**g**) and numbers (**h**) of eosinophils in the lungs. *n* = 7 for *Cul5*^fl/fl^*CD4-Cre* HDM animals; *n* = 8 for all other groups examined in two independent experiments. **i** Percentages of IL-5^+^ cells in lungs. For PBS group, *n* = 8 control and *Cul5*^fl/fl^*CD4-Cre* mice, examined over two independent experiments. For HDM group *n* = 10 control, *n* = 12 *Cul5*^fl/fl^*CD4-Cre* mice, examined in three independent experiments. **j** IL-5^+^ cell numbers in lungs. *n* = 12 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in three independent experiments. Frequencies (**k**) and numbers (**l**) of IL-13^+^ cells. For PBS group, *n* = 4 control, *n* = 5 *Cul5*^fl/fl^*CD4-Cre*, examined in one experiment. For HDM group, *n* = 7 control, *n* = 11 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. Frequencies (**m**) and numbers (**n**) of IL-9^+^ cells. For PBS group *n* = 8 control and *Cul5*^fl/fl^*CD4-Cre* mice. For HDM group *n* = 7 control and *Cul5*^fl/fl^*CD4-Cre* mice, examined in two independent experiments. Frequencies (**o**) and numbers (**p**) of mast cells (FcεRIα^hi^c-Kit^hi^). For PBS group *n* = 4 control, *n* = 5 *Cul5*^fl/fl^*CD4-Cre* examined in one experiment. For HDM group *n* = 7 control, *n* = 11 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. **q** Airways resistance measured by forced inspiration using Buxco® FinePointe system in mice administered with increasing doses of methacholine. For PBS group *n* = 8 control and *Cul5*^fl/fl^*CD4-Cre* mice; for HDM group *n* = 7 control and *Cul5*^fl/fl^*CD4-Cre* mice, examined in two independent experiments. Data is presented as Mean ± SEM in panels **b**–**q**. *p-*value is calculated by unpaired two-tailed *t-*test. Source data are provided as a Source Data file.

We then analyzed cells in the lungs using flow cytometry. *Cul5*^fl/fl^*CD4-Cre* mice had increased frequencies and numbers of eosinophils in their lungs after HDM exposure compared to control animals (Fig. 3g, h). This suggested that there was an increased Th2-mediated inflammation in the lungs of *Cul5*^fl/fl^*CD4-Cre* mice following HDM exposure. Supporting this, when we assessed cytokines produced by antigen-experienced CD4^+^CD44^+^ cells, we found that *Cul5*^fl/fl^*CD4-Cre* mice showed significant increases in their frequencies and numbers of IL-5^+^ cells compared to controls (Fig. 3i, j). *Cul5*^fl/fl^*CD4-Cre* mice also showed increased IL13^+^ cells compared to control mice (Fig. 3k, l). We did not observe significant changes in the frequencies of IL-4^+^ cells (Supplementary Fig. 3f). We did not observe significant changes in IL-4^+^ cells in PBS treated group, this could be due to presence of saline in lungs which has been shown to change the recruitment and function of immune cells^48,49^.

Previous studies have suggested that Th9 cells increase following allergen exposure in mice and in asthmatic patients^20,35^. These cells are thought to contribute to the pathophysiology of asthma. We found that IL-9^+^ T cells were significantly increased in *Cul5*^fl/fl^*CD4-Cre* mice compared to controls (Fig. 3m, n). IL-9 promotes the survival and proliferation of mast cells^1,5^. Consistent with this, we found elevated frequencies and numbers of mast cells in *Cul5*^fl/fl^*CD4-Cre* mice compared to control mice (Fig. 3o, p, and Supplementary Fig. 3g). Given that Th9 cells are generated in the presence of IL-4 and TGF-β, we assessed TGF-β levels in the lungs of HDM-treated mice. We found similar levels of TGF-β in the BALF of *Cul5*^fl/fl^*CD4-Cre* and control animals (Supplementary Fig. 3h).

To further characterize the immune response upon HDM exposure we measured Th1 (IFNγ^+^) and Th17 (IL17A^+^) cells in lung by flow cytometry. We observed a trend towards higher numbers of Th1 and Th17 cells (Supplementary Fig. 3i, j). We did not observe an elevation of HDM-specific IgE levels in HDM exposed *Cul5*^fl/fl^*CD4-Cre* mice (Supplementary Fig. 3k). This is in keeping with a previous study that found that acute HDM exposure was not sufficient to induce HDM-specific IgE^34^.

Finally, to test whether increased inflammation in the lungs of *Cul5*^fl/fl^*CD4-Cre* animals impacted lung function, we measured airways resistance by administering methacholine and analyzing the forced inspiratory capacity via Buxco FinePointe. We observed that control animals showed similar airways resistance after exposure to HDM or PBS (Fig. 3p). This is consistent with previous studies showing that two-week HDM exposure is not sufficient to induce airways resistance in C57BL/6 mice^34^. In contrast, *Cul5*^fl/fl^*CD4-Cre* mice showed increased airways resistance (Fig. 3p), suggesting that *Cul5*^fl/fl^*CD4-Cre* mice were more susceptible to HDM-induced asthma. Taken together, these results indicated that Cul5 limits the frequencies and numbers of Th2 and Th9 cells, prevents lung remodeling and other pathologic features associated with asthma.

### CIS acts as a substrate receptor for CRL5

Having determined that Cul5 deficiency in CD4^+^ T cells predisposes mice to Th9-mediated lung inflammation, we next wanted to assess how Cul5 functions in CD4^+^ T cells. Cul5 is a scaffold protein that assembles the CRL5 complex. Substrate specificity of the CRL5 complex depends on recruitment of a substrate receptor^24,26^. SOCS family proteins can act as substrate receptors for the CRL5 complex^10^. To identify the substrate receptor for Cul5 in CD4^+^ T cells, we immunoprecipitated (IP) Cul5 in primary mouse CD4^+^ T cells and identified associated proteins using tandem mass spectrometry (IP-MS/MS). Given that Cul5-deficiency resulted in increased numbers of both Th2 and Th9 cells, and that these cells require IL-4 for their differentiation^36–38^, we assessed Cul5 associated substrate receptors in the presence and absence of exogenous IL-4. We identified several known components of the CRL5 complex, such as EloB/C, DCN1, and CAND1. Importantly, we also identified two SOCS box family proteins, CIS and Suppressor of Cytokine Signaling 2 (SOCS2) (Fig. 4a). Although both CIS and SOCS2 have been shown to limit Th2 differentiation^17,20^, only CIS has been shown to restrict the differentiation of both Th2 and Th9 cells^20^. Notably, we found that the amount of CIS co-precipitated with Cul5 was higher than for SOCS2 (Fig. 4a). This result, combined with the finding that *Cul5*^fl/fl^*CD4-Cre* mice have phenotypic similarities to *CIS-/-* animals^20^, we posited that CIS might act as a substrate receptor for Cul5 in CD4^+^ T cells.

**Fig. 4:**
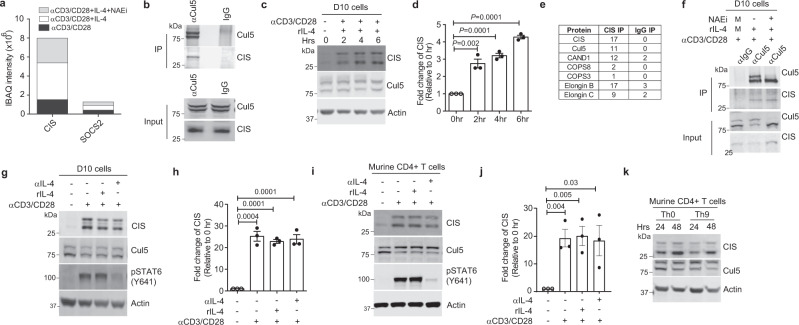
CIS (Cytokine inducible SH2 protein) acts as a substrate receptor for CRL5. **a** IBAQ intensities for CIS and SOCS2 proteins. CD4^+^ T cells from 8–10-week-old mice were restimulated for 4 h with either anti-CD3 and anti-CD28, or anti-CD3 and anti-CD28 in the presence of IL-4, or anti-CD3 and anti-CD28 in the presence of IL-4 and treated with Neddylation inhibitor (NAEi) for the final one hour. After the respective treatment, the lysates were immunoprecipitated by anti-Cul5 or IgG antibodies, and samples were analyzed by mass spectrometry. *n* = 2 biologic replicates of cells examined in two independent experiments. **b** Immunoblot showing interaction of Cul5 and CIS in primary CD4^+^ T-cells. *n* = 2 biologic replicates of cells examined in two independent experiments. Representative Immunoblot (**c**) and fold change in CIS expression (**d**) in D10 cells. *n* = 3 biologic replicates of cells examined in three independent experiments. To calculate fold change, the normalized CIS level at 0 h was adjusted to 1 and the relative change in the expression of CIS protein was calculated accordingly. **e** Table showing components of the CRL5 E3 ubiquitin complex that were identified by CIS IP and IgG IP in D10 cells. Cells were stimulated in the presence of IL-4 and NAEi for 4 h. Total number of peptides identified in IP is listed in the table. *n* = 2 biologic replicates of cells examined in two independent experiments. **f** Immunoblot of Cul5 IP showing its interaction with CIS in D10 cells. *n* = 3 biologic replicates of cells examined in three independent experiments. Immunoblot (**g**) and fold change (**h**) of CIS in D10 cells stimulated in the presence of exogenous IL-4 or anti-IL-4 for 4 h. *n* = 3 biologic replicates of cells examined in three independent experiments. Immunoblot (**i**) and fold change of CIS protein (**j**) in murine CD4^+^ T-cells isolated from 8–10-week-old mice. *n* = 3 biologic replicates of cells examined in three independent experiments. **k** Immunoblot showing expression of CIS protein in murine CD4^+^ T cells. *n* = 3 biologic replicates of cells examined in three independent experiments. Data is presented as Mean ± SEM in panels **d**, **h** and **j**. *p-*value was calculated using unpaired two tailed *t-*test. Source data are provided as Source Data file.

To further assess whether CIS associates with Cul5, and participates within a CRL5 complex, we performed Cul5 IPs followed by CIS IB. We identified CIS in the Cul5 IP but not in the IgG control (Fig. 4b). To further define the signals that promote an association between Cul5 and CIS, we employed the murine Th2 derived D10 cell line. Immunoblot analysis showed that Cul5 and CIS were both expressed in D10 cells, and that CIS expression increased upon anti-CD3 and anti-CD28 stimulation (Fig. 4c, d). To test whether CIS was part of a CRL5 complex in D10 cells, we immunoprecipitated CIS and identified its interacting partners using a similar IP-MS/MS approach as described above. We identified Cul5, EloB/C, CAND1, and multiple components of the Cop9 signalosome (CSN) (Fig. 4e), all proteins shown to be part of a CRL5 complex^24^. Given that our IP-MS/MS results in Fig. 4a supported that Cul5 and CIS could associate even in the absence of Cul5 neddylation, we next sought to test this in D10 cells using Cul5 IP and CIS IB (Fig. 4f). Again, Cul5 and CIS association was detected in cells that were treated with the NAEi. Taken together these results supported that CIS acts as a substrate receptor in a CRL5 complex.

We next evaluated signals that promote CIS expression, as this may be the limiting factor in CRL5 formation. Given that, Cul5 deficiency resulted in increased Th2 and Th9 cells, we tested whether IL-4R signaling regulates CIS protein levels. While CIS protein levels were below the limit of detection in unstimulated cells, similar levels were detected in anti-CD3 and anti-CD28 stimulated regardless of whether or not they were exposed to exogenous IL-4 or anti-IL-4, to deplete IL-4 in the culture media (Fig. 4g, h). The efficiency of IL-4 blockade was assessed by pSTAT6 levels. Anti-IL-4 treated cells showed almost complete loss of pSTAT6. We also performed similar experiments in primary murine CD4^+^ T cells. Here again CIS protein levels were increased in stimulated cells regardless of IL-4 or anti-IL-4 treatment (Fig. 4i, j). These results suggested IL-4 is not the only signal capable of driving CIS expression. This was further supported by the observation that CIS protein levels were similar under differentiation conditions that do or do not include exogenous IL-4, namely Th9 and Th0 conditions (Fig. 4k).

### Cul5-deficient CD4^+^ T cells show an increased Th9 gene signature

Previous studies have shown that CD4^+^ T cells lacking CIS have an increased ability to become Th2 and Th9 cells^20^. We posited that if CIS functions as a substrate receptor for Cul5, T cells lacking Cul5 should also have an increased propensity to become Th2 and Th9 cells. Thus, we isolated naïve CD4^+^ T cells from WT and *Cul5*^fl/fl^*CD4-Cre* mice and cultured them under Th1, Th2, Th9, and Th17 polarizing conditions. We found that Cul5-deficient CD4^+^ T cells were more likely to become Th2 and Th9 cells (Fig. 5a, b), conditions in which IL-4 was added to the cultures. On the other hand, Cul5-deficient CD4^+^ T cells differentiated into Th1 cells at similar frequencies as controls (Supplementary Fig. 5a). Interestingly, Cul5 deficient CD4^+^ T cells showed slightly decreased frequencies of Th17 cells (Supplementary Fig. 5b).

**Fig. 5:**
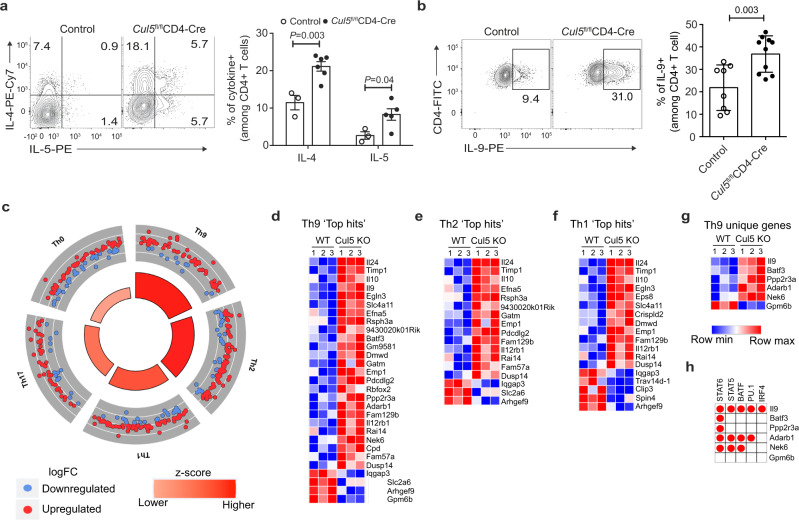
Cul5-deficient CD4^+^ T cells show an increased Th9 gene signature. Naïve CD4^+^ T cells from 8–10-week-old control and *Cul5*^fl/fl^*CD4-Cre* mice were isolated and cultured in Th2 and Th9 polarising conditions. **a** Left panel shows the representative flow plot for IL-4^+^ and IL-5^+^ cells under Th2 polarizing condition. The bar graph on right shows the consolidated data. For IL-4^+^ cells, *n* = 3 control, *n* = 6 *Cul5*^fl/fl^*CD4-Cre*, for IL-5^+^ cells, *n* = 3 control, *n* = 5 *Cul5*^fl/fl^*CD4-Cre*, examined in two independent experiments. **b** Left panel shows the representative flow plot for IL-9^+^ cells in control and *Cul5*^fl/fl^*CD4-Cre* CD4^+^ T cells cultured under Th9 polarizing conditions. The bar graph on the right shows the consolidated data for *n* = 8 control, *n* = 10 *Cul5*^fl/fl^CD-Cre, examined in four independent experiments. **c**–**h** RNASeq analysis was used to measure the transcript levels in control and Cul5 deleted CD4^+^ T cells cultured for 2 days in Th9 polarizing condition. *n* = 3 control and *Cul5*^fl/fl^*CD4-Cre* CD4^+^ T cells examined in one experiment. **c** Ontological analysis of the differentially regulated genes, calculated by GOplot algorithm is shown. Circle plots depict the enrichment of genes associated with particular Th subtype. Greater the size of the inner trapezoids represents greater -log10 value (adj. *p*-value). Heatmap of Th subtypes. To generate heat maps, we first selected genes that were enriched in different Th subtype compared to naïve CD4 T cells from publicly available dataset^39^. We selected 200 most differentially regulated genes for each subtype and classified these as top hit genes. We then compared these top hits genes to the differentially regulated genes from our RNAseq dataset and to generate heatmaps. Heatmap of top hit genes identified in Th9 (**d**), Th2 (**e**), and Th1 (**f**) subtypes that were also differentially regulated in WT and Cul5 deficient CD4^+^ T cells. **g** Heatmap of top hit genes which were identified exclusively in Th9 subtype. **h** The red circle in the table indicates the binding sites for the respective transcription factors present in the particular gene. Data is presented as Mean ±SEM in panels **a**, **b**. *p-*value was calculated using unpaired two tailed *t-*test. Source data are provided as a Source Data file.

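Naive CD4+ T cells of WT (Cul5fl/fl) mice and of Cul5fl/fl mice carrying CD4-Cre (Cul5 cKO) were cultured for 48 h on 2 µg/ml anti-CD3 and 1 µg/ml anti-CD28 with 20 ng/ml IL-4, 2.5 ng/ml TGF-β and 10 µg/ml anti-IFN-γ. RNA from 3 samples of each genotype was sequenced as poly-A libraries with single-end reads of 50 bp. The authors assigned the reads to Ensembl transcripts of GRCm38 with kallisto, which estimates a read count for each transcript and divides a read that matches several transcripts between them. The deposited files give these estimated counts, not normalized, for 119414 transcripts in each sample. The counts of WT replicates 1, 2 and 3 added up to 23225640, 23111689 and 3944803, with a median of 23111689, and those of Cul5 cKO replicates 1, 2 and 3 to 23404769, 23263179 and 23454552, with a median of 23404769. Transcripts were summed by gene in the GENCODE annotation of GRCm38, which held 97.7% of them, and the sums were normalized with edgeR's TMM method to library size, with values given as CPM. A value of 3 counts, taken as the floor of detection, equalled 0.759 CPM in WT replicate 3 and between 0.128 and 0.133 CPM in the other samples. This floor covers counting error only. Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 12925 genes, of 22400 with a count, that passed edgeR's expression filter. Genes with an adjusted p under 0.05 were taken as DEGs, and the coefficient of variation between replicates was 16.1%.

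Replicate 1 of both genotypes lay apart from the other replicates. The dispersion between WT replicate 1 and Cul5 cKO replicate 1 was 0.0180, against 0.0312 between WT replicates 1 and 2 and 0.0115 between WT replicates 2 and 3. The legend of Fig. 5 places all samples in a single experiment, and neither the sample labels nor the paper's text names a batch within it. Replicate 1 holds 1 sample of each genotype and allows no test of its own, so values from replicates 2 and 3 alone, a comparison added after the data had been seen, stand beside the pooled ones.

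Cul5 (ENSMUSG00000032030) lies on chromosome 9 of GRCm38 from 53614582 to 53670014, and CD4-Cre deletes its exons 9 to 11. Its level was 66.2 ± 2.67 CPM (SD, n = 3) in WT and 12.6 ± 1.82 CPM (SD, n = 3) in Cul5 cKO cells, so that 19.1% of the WT level remained. The log2 fold change was -2.39 (SE 0.115, adjusted p = 0.000992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Cul5 cKO samples lay below all 3 WT samples, for which the smallest two-sided p of an exact permutation test of 3 samples against 3 is 0.1. With each sample left out in turn the log2 fold change of Cul5 ranged from -2.48 to -2.28, and in replicates 2 and 3 alone it was -2.30. Of the alternatives tried, limma on log2(TPM + 1) moved it most, to -1.95.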

To gain insight into the mechanism by which Cul5 regulates Th9 differentiation we assessed changes in gene expression by RNAseq in WT and Cul5-deficient CD4^+^ T cells cultured under Th9 conditions. To use an unbiased approach to determine how Cul5-deficiency regulates Th differentiation we used a publicly available dataset from a study that identified genes associated with different Th subtypes^39^. We selected the top 200 genes for each Th subtype by identifying the most differentially expressed genes compared to naïve CD4^+^ T cells (Log2 Fold change > 2), referred as ‘top hits’. We then compared the relative expression of these genes in WT and Cul5-deficient (Cul5 cKO) cells. We found that Cul5-deficient cells were most significantly enriched for genes associated with Th9 cells compared to other T helper subtypes (Fisher exact test, adj *p-*value < 0.05) (Fig. 5c). 

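The lists of 200 genes per subtype behind Fig. 5c were not used here, so their Fisher exact test was not recomputed. Instead, 11 short lists of marker genes, written without reference to these samples, were tested with camera, which compares the genes of a list with all other genes at a preset inter-gene correlation of 0.01. Each p was adjusted over the 11 lists by the Benjamini-Hochberg method. Of the 14 genes of the Th9 list, 11 were expressed highly enough to be tested, and 8 of these were higher in Cul5 cKO cells, with a median log2 fold change of 0.39 over the list and an adjusted p of 0.0134 from limma's camera. Among these 11 genes, Il9 was a DEG, and Il9 and Batf3 are also drawn in Fig. 5d, where the study picked them from these samples. Over the alternatives tried, the adjusted p of the Th9 list ranged from 0.000998 to 0.0508, where the highest came with the difference between replicate 1 and the other replicates as a term in limma's camera. It was 0.00945 in replicates 2 and 3 alone. The lists for glycolysis and hypoxia (adjusted p 3.94e-05 from limma's camera, 11 of 12 genes higher) and for the response to IL-2 and STAT5 (0.00143, 10 of 12 genes higher) also shifted upward. These 3 lists kept an adjusted p under 0.05 under fry, limma's test of a list with the correlation taken from the data. Fry gave 0.0203 for the Th9 list, 0.0217 for glycolysis and hypoxia and 0.00840 for IL-2 and STAT5. The Th2 list had an adjusted p of 0.0877 with limma's camera and 0.0749 with fry, with 7 of 10 genes higher and a median log2 fold change of 0.84. Over the alternatives tried, the adjusted p of the Th2 list from limma's camera ranged from 0.0142 with limma on log2(TPM + 1) to 0.539 with genes of at least 10 counts in every sample. The list for the response to IL-4 and STAT6 differed between the tests, with 0.183 from limma's camera and 0.0217 from fry, and 7 of its 11 genes were higher. The remaining lists did not pass either test. Their adjusted p from limma's camera was 0.579 for the Th1 and the Treg list, 0.628 for Th17, 0.659 for proliferation and 0.955 for the interferon response.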

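Between genotypes, 133 genes were DEGs with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 79 were higher and 54 lower in Cul5 cKO cells. At an unadjusted p under 0.05 there were 2753 genes, 1415 higher and 1338 lower, where chance gives 646 of the 12925 tested. The 3 Cul5 cKO samples did not overlap with the 3 WT samples in 3559 genes, or 27.5% of those tested, where chance gives 10%, and all 133 DEGs were among them. The median log2 fold change over all tested genes was -0.01. The alternative that moved the number of DEGs most was the study's criterion, an unadjusted p under 0.05 from an ordinary per-gene test with equal variances, which 2362 genes met, 1208 higher and 1154 lower. Single samples also weighed on the number, with 2 DEGs without WT replicate 2, 2 without WT replicate 3, 3 without Cul5 cKO replicate 3, 45 without Cul5 cKO replicate 2 and 316 without WT replicate 1. Replicates 2 and 3 alone gave 1153 DEGs, the 133 included.

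Among DEGs with a mean of at least 1 CPM, the 5 that rose most were Exosc6, Gm33707, Il24, C1s1 and Timp1. Exosc6 (ENSMUSG00000109941, chromosome 8, 111056339 to 111057664) was at or under the floor in every WT sample and at 6.24 ± 3.39 CPM (SD, n = 3) in Cul5 cKO cells, at least 18.4-fold higher. The 1326 bases of its listed transcript are contained in a transcript of the overlapping gene Aars. Gm33707 (ENSMUSG00000102298, chromosome 3, 60769887 to 60770455), a processed pseudogene, was also at or under the floor in WT cells and reached 2.79 ± 0.687 CPM (SD, n = 3), at least 8.23-fold higher. C1s1 (ENSMUSG00000038521, chromosome 6, 124530345 to 124542359) rose from 0.328 ± 0.093 to 3.14 ± 0.864 CPM (SD, n = 3), where the WT level was below the floor in WT replicate 3. Beside Cul5, those that fell most were, with the same minimum, Zfp125, Adamtsl2, Cyp1a1 and Drc1. The log2 fold change of Zfp125 (ENSMUSG00000069755, chromosome 12, 20877084 to 20921262) was -2.69, and it was -0.63 for the summed counts of the 10 genes that share its reads. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) fell from 9.16 ± 1.99 to 2.77 ± 0.566 CPM (SD, n = 3), a log2 fold change of -1.74 (SE 0.235, adjusted p = 0.0240 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -1.94 for Adamtsl2 and -1.74 for Drc1. Of the 133 DEGs, 24 share a near-identical stretch (at least 95% identity over at least 150 bases) with a transcript of another gene. For 13 of them such a gene holds at least 10% of the counts of the DEG. Not all of these are copies of the whole gene. The stretch covers 150 of 1732 bases for Calcoco1 with Slc3a2 and 199 of 1599 for Peli2 with Gapdh.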

Next, to identify changes in the gene expression we compared differentially expressed genes (DEGs) (shown in Fig. 5c), between WT and Cul5 cKO CD4^+^ T cells with the ‘top hit’ genes identified in different Th subtypes described above. This analysis would indicate if Cul5 regulates gene expression in a particular Th subtype. 

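All 29 genes drawn in Fig. 5d were tested, and each changed in the direction the figure shows. Their log2 fold changes ranged from -1.28 to 3.41, with a median of 0.76. Of the 29 genes, 10 were DEGs with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes: Il24, Timp1, Il9, Egln3, Slc4a11, Crybg3 (Gm9581 in the figure), Pdcd1lg2, Adarb1, Fam129b and Il12rb1, each of them higher in Cul5 cKO cells. The adjusted p over the 29 genes ranged from 0.0105 to 0.387. At an unadjusted p under 0.05 there were 28 genes, all but Fam57a, and the same 28 had an adjusted p under 0.05 adjusted over the list alone. Because the study chose the list and its directions on these samples, neither the match in direction nor any of these counts is independent evidence. The WT and Cul5 cKO samples did not overlap in 27 of the 29 genes, to which the same limit applies.

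Il24 (ENSMUSG00000026420, chromosome 1, 130882074 to 130887454) rose from 1.51 ± 0.802 CPM in WT to 17.6 ± 1.01 CPM in Cul5 cKO cells (SD, n = 3), a log2 fold change of 3.41 (SE 0.299, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) was at 0.628 ± 0.283 CPM and 4.90 ± 1.18 CPM (SD, n = 3), with 2 counts, under the floor, in WT replicate 3. Egln3 (ENSMUSG00000035105, chromosome 12, 54178981 to 54203860) rose from 73.1 ± 10.1 to 167.0 ± 7.13 CPM (SD, n = 3), a log2 fold change of 1.19 (SE 0.104, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fam129b (ENSMUSG00000026796, chromosome 2, 32876114 to 32925254) had a log2 fold change of 0.72 with 38.3 ± 1.31 CPM in WT and 63.2 ± 3.53 CPM in Cul5 cKO cells (SD, n = 3). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) varied more between replicates, at 4.46 ± 2.70 and 17.1 ± 6.92 CPM (SD, n = 3), and its log2 fold change of 1.91 had an adjusted p of 0.110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rsph3a, with a log2 fold change of 0.70, shares reads with Rsph3b. Rbfox2 had a log2 fold change of 0.76 from summed counts, but of -0.19 when the counts were scaled from TPM by the mean length of each gene, and of -0.15 and -0.23 with limma on log2(TPM + 1) and log2(TPM + 0.1). Iqgap3 (log2 fold change -0.23), Slc2a6 (-0.43) and Gpm6b (-1.28) were lower, and 0 of the lower genes were DEGs.

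By the study's criterion on the summed counts, 25 of the 29 genes passed, 22 higher and 3 lower. Without WT replicate 2 or without WT replicate 3 the number of DEGs among the 29 genes was 0, with 24 and 26 genes at an unadjusted p under 0.05, and without Cul5 cKO replicate 3 it was 1 (Il9). In replicates 2 and 3 alone 21 of the 29 genes were DEGs, all of them higher.

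**Figure D1:**
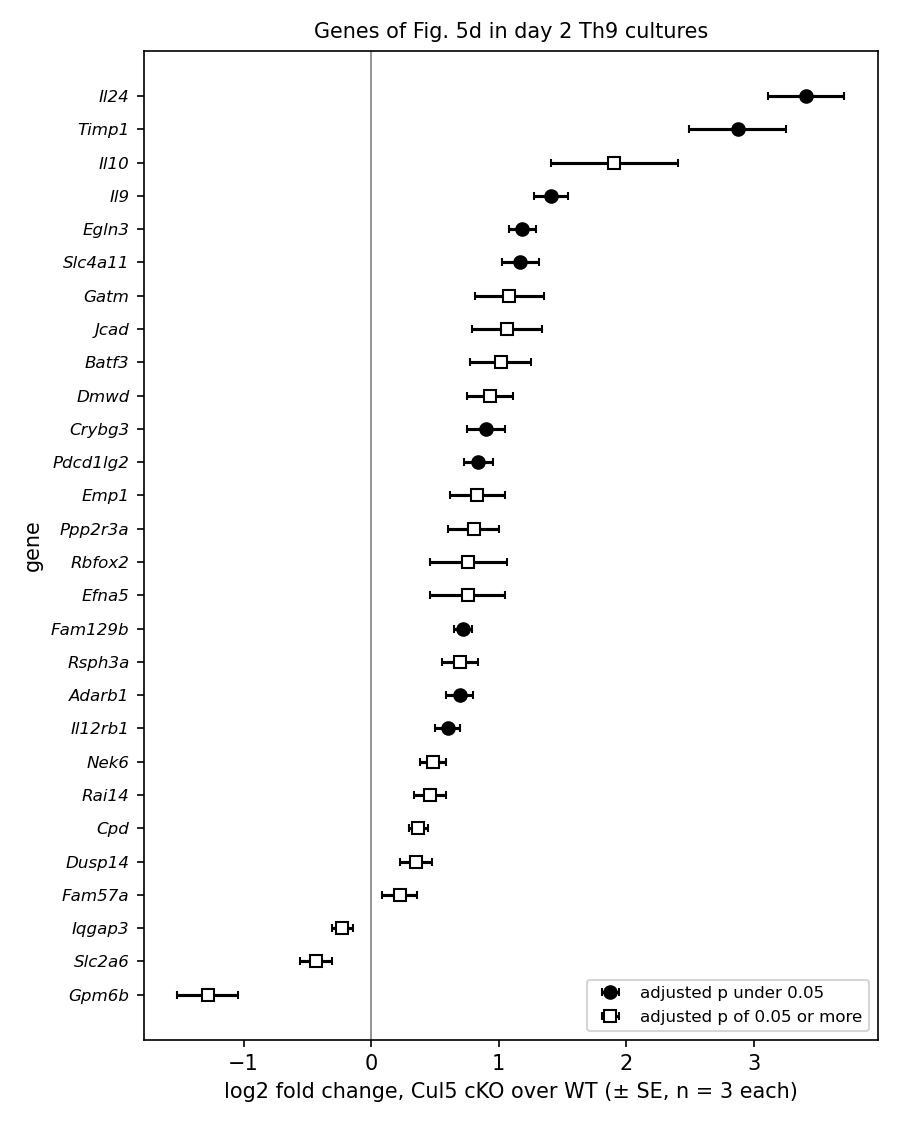
Log2 fold change (Cul5 cKO over WT, day 2 Th9 cultures) of 28 of the 29 genes of Fig. 5d from edgeR's quasi-likelihood fit, with bars of 1 SE, 3 samples per genotype. Filled points mark the 10 genes with an adjusted p under 0.05, from 0.60 for Il12rb1 to 3.41 for Il24, and Rbfox2 lies at 0.76 here and at -0.19 with counts scaled from TPM.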

We identified 29 DEGs associated with the Th9 signature of which 25 had higher expression and 4 had lower expression in Cul5-deficient cells compared to WT (Fig. 5d). Fewer differentially expressed genes were identified for Th2 (17 genes), Th1 (18 genes), Th17(19 genes) and Th0 (16 genes) (Fig. 5e, f and Supplementary Fig. 5c, d). 

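The 17 genes drawn in Fig. 5e and the 18 genes of Fig. 5f were tested in the same fit, and all changed in the direction of their figure. Of the 17 Th2 genes, 5 were DEGs (Il24, Timp1, Pdcd1lg2, Fam129b and Il12rb1) and 16 had an unadjusted p under 0.05, with a median log2 fold change of 0.72. Of the 18 Th1 genes, 6 were DEGs (Il24, Timp1, Egln3, Slc4a11, Fam129b and Il12rb1) and 17 had an unadjusted p under 0.05, with a median log2 fold change of 0.66. With p adjusted over the list alone, 16 Th2 and 17 Th1 genes passed. Neither the match in direction nor any of these counts is independent evidence for lists chosen on these samples. The groups did not overlap in 15 of the Th2 and 17 of the Th1 genes, to which the same limit applies. The Th2 gene without support at an unadjusted p under 0.05 was Fam57a, and the Th1 gene was Crispld2 (ENSMUSG00000031825, chromosome 8, 119992438 to 120052793), at 1.11 ± 0.306 CPM in WT and 1.39 ± 0.332 CPM in Cul5 cKO cells (SD, n = 3). Eps8 (ENSMUSG00000015766, chromosome 6, 137477245 to 137654876), which only Fig. 5f draws, rose from 1.85 ± 0.777 to 4.37 ± 0.257 CPM (SD, n = 3), a log2 fold change of 1.15 (adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clip3 (ENSMUSG00000013921, chromosome 7, 30291728 to 30308367) fell from 3.60 ± 1.25 to 1.32 ± 0.204 CPM (SD, n = 3), a log2 fold change of -1.45 (adjusted p = 0.0914 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trav14d-1, a T cell receptor segment whose reads are shared with 8 other Trav14 genes, fell by 0.81 on the log2 scale. Without WT replicate 2, WT replicate 3 or Cul5 cKO replicate 3, 0 genes of either list were DEGs, with 13, 15 and 14 Th2 genes and 14, 17 and 15 Th1 genes at an unadjusted p under 0.05, while without WT replicate 1 there were 7 Th2 and 9 Th1 DEGs. With replicates 2 and 3 alone, 11 genes of each list were DEGs. The study's criterion on the summed counts was met by 14 Th2 and 16 Th1 genes. The Th17 and Th0 lists were not analysed here.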

While Th1 and Th17 ‘top hits’ also had a comparably high ratio of upregulated DEGs to downregulated DEGs, because of their lower quantity of upregulated DEGs compared to Th9 and Th2 ‘top hit’ genes, there was lower enrichment of Cul5 cKO DEGs in the Th1 and Th17 ‘top hits’ than the Th9 or Th2 ‘top hits’ as seen by the lower *p*-values (Fig. 5c). 

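Every one of the 17 genes of Fig. 5e and 13 of the 18 genes of Fig. 5f are also drawn in Fig. 5d, and 10 genes are in all 3 heat maps. The 5 Th1 genes in neither other heat map are Eps8, Crispld2, Trav14d-1, Clip3 and Spin4. The 9 Th9 genes in neither other heat map are Il9, Batf3, Crybg3, Rbfox2, Ppp2r3a, Adarb1, Nek6, Cpd and Gpm6b. Cpd (ENSMUSG00000020841, chromosome 11, 76778424 to 76847018) rose from 387 ± 28.5 to 501 ± 21.1 CPM (SD, n = 3), a log2 fold change of 0.37 (adjusted p = 0.0674 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 12 genes of a marker list for T cell receptor activation, 8 were higher in Cul5 cKO cells and 0 were DEGs, and 0 had an unadjusted p under 0.05. This TCR activation list had a median log2 fold change of 0.25 and an adjusted p of 0.579 from limma's camera, which over the alternatives tried ranged from 0.00803 without Cul5 cKO replicate 1, where it passed 0.05, to 0.956 without Cul5 cKO replicate 3. The direction of the list reversed without WT replicate 1. This fit counts the distance of replicate 1 from the other replicates as spread. With that difference as a term, added after the data had been seen, 7 of the 12 genes had an unadjusted p under 0.05 and 4 were DEGs (Egr2, Tnf, Myc and Irf8, all higher in Cul5 cKO cells), and in replicates 2 and 3 alone 2 were DEGs (Egr2 and Tnf). The adjusted p of the TCR activation list from limma's camera was 0.164 with that term and 0.0564 in replicates 2 and 3 alone.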

Interestingly, most of the genes found in other subtypes were not unique (Fig. 5d, f and Supplementary Fig. 5c, d), indicating that these genes are likely upregulated in response to T-cell activation. Furthermore, we compared our dataset with another publicly available dataset where authors identified Th9-associated genes using a microarray^40^. Here again, we observed that Cul5 cKO cells showed an increase in Th9-associated genes compared to control cells (Supplementary Fig. 5e).

The increase in enrichment of Th9 genes in Cul5-deficient CD4^+^ T cells led us to hypothesize that Cul5 might be regulating a transcription factor(s) involved in Th9 differentiation. To test this, we identified ‘top hit’ DEGs that were unique to Th9 cells and then sought to identify transcription factors that bound to the unique genes. We identified 6 genes (*Il9, Batf3, ppp2r3a, Adarb1, Nek6, Gpm6b*) that are specifically enriched in Th9 cells (Fig. 5g). 

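Il9 (ENSMUSG00000021538) lies on chromosome 13 of GRCm38 from 56479277 to 56482246. It was at 320.2 ± 30.9 CPM in WT and 851 ± 152 CPM in Cul5 cKO cells (SD, n = 3), and every Cul5 cKO sample was higher than every WT sample. The log2 fold change was 1.41 (SE 0.134, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn it ranged from 1.26 to 1.51. The adjusted p over the alternatives tried ranged from 4.77e-22 with DESeq2 to 0.0816 with edgeR, and it was above 0.05 without WT replicate 2 (0.0771) and without WT replicate 3 (0.0816). In replicates 2 and 3 alone the log2 fold change of Il9 was 1.59, the alternative that moved it most.

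Adarb1 (ENSMUSG00000020262, chromosome 10, 77290726 to 77418270) rose from 79.5 ± 7.55 to 128.7 ± 14.4 CPM (SD, n = 3), a log2 fold change of 0.70 (SE 0.108, adjusted p = 0.0383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a sample left out, Adarb1 remained a DEG only without Cul5 cKO replicate 2. The other genes had an adjusted p above 0.05. Batf3 (ENSMUSG00000026630, chromosome 1, 191097847 to 191108945) was at 8.78 ± 2.26 and 18.4 ± 4.91 CPM (SD, n = 3), a log2 fold change of 1.02 (SE 0.237, adjusted p = 0.0935 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppp2r3a (ENSMUSG00000043154, chromosome 9, 101105084 to 101251795) was at 19.7 ± 3.96 and 34.5 ± 7.12 CPM (SD, n = 3), a log2 fold change of 0.80 (SE 0.199, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nek6 (ENSMUSG00000026749, chromosome 2, 38511643 to 38594606) was at 58.4 ± 5.70 and 81.6 ± 7.31 CPM (SD, n = 3), a log2 fold change of 0.48 (SE 0.101, adjusted p = 0.0741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpm6b (ENSMUSG00000031342, chromosome X, 166238911 to 166388988) was the only one to fall, from 4.62 ± 0.782 to 1.89 ± 0.226 CPM (SD, n = 3), and its adjusted p was 0.0622 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 6 genes had an unadjusted p under 0.05, passed when adjusted over the list alone and showed no overlap between the genotypes, none of which is independent evidence for a list chosen on these samples. In replicates 2 and 3 alone 5 of the 6 genes were DEGs, all but Gpm6b.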

To assess transcription factor binding, we used publicly available ChIP-seq data. Given that Cul5-deficient T cells have increased production of IL-9, we limited ourselves to transcription factors known to regulate IL-9 expression (STAT6, STAT5, BATF, PU.1 and IRF4)^35^. ChIPseq data supported that STAT6 associates with 5 of these Th9 unique genes (*Il9, Batf3, ppp2r3a, Adarb1, Nek6*), while others associated with three or fewer genes (Fig. 5h). These results suggested that Cul5 limits Th2- and Th9 differentiation by limiting STAT6 transcriptional activity.

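Transcripts of the pathway the paper draws on were measured in the same samples. Of 25 genes of this pathway and of T cell fates that the paper names, 22 were tested and 0 were DEGs, over all tested genes or adjusted over the list alone, while 7 had an unadjusted p under 0.05: Socs2, Jak1, Jak3, Gata3, Batf, Il4 and Il5. Stat6 (ENSMUSG00000002147, chromosome 10, 127642986 to 127660957) was at 201 ± 16.3 CPM in WT and 214 ± 13.5 CPM in Cul5 cKO cells (SD, n = 3), a difference within the spread of the replicates, with a log2 fold change of 0.09 (SE 0.082, adjusted p = 0.564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cish (ENSMUSG00000032578, chromosome 9, 107296026 to 107302784), which encodes CIS, was at 629.6 ± 15.0 and 683 ± 27.7 CPM (SD, n = 3), a log2 fold change of 0.12 (adjusted p = 0.277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.03 with limma on log2(TPM + 1). Jak1 (ENSMUSG00000028530, chromosome 4, 101152367 to 101265282) fell from 420.4 ± 17.7 to 354 ± 25.5 CPM (SD, n = 3), with an adjusted p of 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Jak3 (ENSMUSG00000031805, chromosome 8, 71676296 to 71690575) rose from 222 ± 1.60 to 266 ± 14.8 CPM (SD, n = 3), with an adjusted p of 0.0937 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In replicates 2 and 3 alone, Jak1, Socs2, Batf, Il4, Il5 and Il13 were DEGs, and Jak3 was one with DESeq2. Some pathway genes, Il5 and Il13 among them, were also DEGs with the replicate number as a block. The same held with the difference between replicate 1 and the other replicates as a term. The absence of DEGs is thus limited to fits that count this difference as spread. Exceptions even there include DESeq2 and the fit without WT replicate 1, where Socs2 was a DEG. The log2 fold change was -0.25 for Il4ra, -0.16 for Gata3, 0.35 for Irf4 and 0.39 for Batf. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) was close to the floor, at 0.556 ± 0.05 CPM in WT and 1.70 ± 0.778 CPM in Cul5 cKO cells (SD, n = 3). Stat5a and Stat5b share reads with each other, and their log2 fold changes were -0.19 and -0.12. Foxp3 had a log2 fold change of 0.12, which turned to -0.14 without Cul5 cKO replicate 1. Spi1, Il17a and Il6 did not pass the expression filter and were not tested. Spi1 had counts of 5, 4 and 0 in WT replicates 1, 2 and 3. In Cul5 cKO replicates 1, 2 and 3 it had 3, 138 and 28, most of them in replicate 2. That sample also had the highest sum of myeloid markers, 21.52 CPM against 6.28, 10.95 and 10.38 in WT. Its Spi1 counts therefore cannot be assigned to the T cells. The published ChIP-seq data of Fig. 5h were not analysed here. The paper proposes that Cul5 holds back Th2 and Th9 differentiation by restraining the transcriptional activity of STAT6. It draws this from the enrichment of Th9 genes in Cul5 cKO cells and the association of STAT6 with most genes unique to Th9 cells. It then reports higher pSTAT6 and pJak1, and more stable pJak1, in Cul5-deficient cells. In D10 cells, less pJak1 was ubiquitinated when neddylation was blocked. Transcript levels do not measure phosphorylation or protein stability, so the absence of DEGs among these genes does not test that part.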

### CRL5 ubiquitinates and degrades pJak1

To evaluate whether Cul5 limits STAT6 transcriptional activity, we cultured CD4^+^ T cells in vitro, to allow CIS levels to increase, and then stimulated them with IL-4 and measured pSTAT6. Indeed, we observed that Cul5-deficient CD4^+^ T cells had elevated levels of pSTAT6 compared to WT cells by IB and flow cytometry respectively (Fig. 6a, b, and Supplementary Fig. 6a, b). This is similar to published studies from CD4^+^ T cells lacking CIS^20^. One possibility for the increased pSTAT6 in Cul5 deficient CD4^+^ T cells is that Cul5 and CIS interact with pSTAT6 directly and promote its ubiquitination. To test this, we performed a CIS IP in D10 cells treated with IL-4 in combination with NAEi (to prevent substrate ubiquitination and degradation) and identified associated proteins using IP-MS/MS. While we did not identify STAT6, we found both Jak1 and IL-4Rα (Fig. 6c). This was particularly noteworthy because Jak1 and IL-4Rα are upstream of STAT6 phosphorylation^41^. Thus, we posited that Cul5 and CIS might target either Jak1 or IL-4Rα. Given that CIS has an SH2 domain that allows it to recruit phosphorylated substrates to the Cul5 complex, we specifically focused on pJak1 and pIL-4Rα. To test this, we used the NAEi to block CRL5 neddylation in D10 cells. D10 cells were stimulated with anti-CD3 and anti-CD28 in the presence of IL-4 alone, or IL-4 with NAEi. Levels of pJak1 and pIL4Rα were assessed by IB. We found that NAEi treatment resulted in elevated levels of pJak1 and pIL4Rα compared to untreated cultures (Fig. 6d and Supplementary Fig. 6c). These data supported that Cul5 regulates the levels of pJak1 and/or pIL-4Rα.

**Fig. 6:**
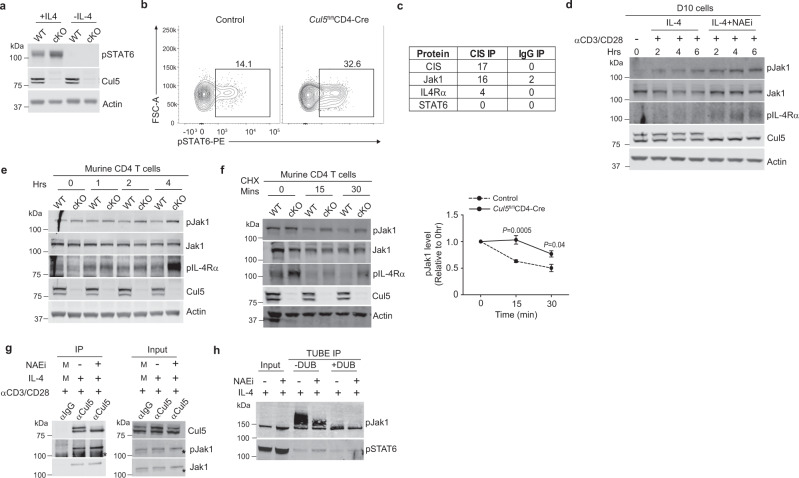
CRL5 ubiquitinates and degrades pJak1. CD4^+^ T cells isolated from 8–10 week old mice were stimulated for 24hrs washed and treated with 0.25 ng/ml IL-4 for 5 min in plain RPMI media. **a** Immunoblot showing pSTAT6 levels in control and *Cul5*^fl/fl^*CD4-Cre* CD4^+^ T cells. *n* = 3 biologic replicates of cells examined in two independent experiments. **b** Flow plots showing pSTAT6 level in control and *Cul5*^fl/fl^*CD4-Cre* CD4^+^ T cells by flow cytometry. *n* = 4 biologic replicates of cells examined in two independent experiments. **c** Table showing components of the IL-4 signaling pathway co-precipitated with CIS IP or IgG IP in D10 cells. *n* = 2 biologic replicates of cells examined in two independent experiments. **d** Immunoblot in D10 cells treated with IL-4 or IL-4+NAEi for the indicated time. *n* = 3 biologic replicates of cells examined in three independent experiments. **e** Immunoblot of control and Cul5 deficient CD4^+^ T cells isolated from 8–10-week-old mice. Cells were treated with IL-4 for the indicated time. *n* = 3 biologic replicates of cells examined in three independent experiments. **f** Immunoblot of WT and Cul5 deficient CD4^+^ T cells stimulated with anti-CD3 and anti-CD28 for 48 h in the presence of anti-IL-4. Cells were then washed, stimulated with IL-4 for 2 h and washed again, and treated with anti-IL-4 along with CHX for the indicated time. Graph on the right shows pJak1 levels upon CHX treatment relative to 0 h. *n* = 3 biologic replicates of cells examined in three independent experiments. **g** Immunoblot of Cul5 IP in D10 cells. *n* = 3 biologic replicates of cells examined in three independent experiments M: Similar amounts of lysate from all conditions was pooled for that sample. **h** Representative immunoblot of TUBE immunoprecipitation. D10 cells were stimulated with anti-CD3 and anti-CD28 for 4 h in the presence of IL-4 or IL-4 and NAEi. Cells were lysed and subjected to TUBE IP. The enriched fraction was divided into two parts, one part was treated with DUB and other was left untreated. 3% lysate was used for input (*n* = 2 biologic replicates of cells examined in two independent experiments). Data is presented as mean ± SEM in panel **f**. *p*-value was calculated by unpaired two tailed *t* test. Source data are provided as a Source Data file.

To directly test whether Cul5 regulates pJak1 levels, we compared pJak1 levels in WT and Cul5-deficient CD4^+^ T cells. Cul5-deficient CD4^+^ T cells showed higher pJak1 and pIL-4Rα levels compared to WT cells (Fig. 6e and Supplementary Fig. 6d). This difference was particularly evident at later time points. Next, to analyze pJak1 stability, we treated WT and Cul5-deficient CD4^+^ T cells with cycloheximide (CHX) to block new protein synthesis and allow analysis of protein degradation. We found that pJak1 was significantly more stable in Cul5-deficient cells than in WT cells (Fig. 6f). We reasoned that if pJak1 is a substrate of Cul5, we should see pJAK1 interacting with Cul5 and its ubiquitylation should be reduced when Cul5 activity was inhibited. To test whether pJak1 interacts with Cul5, we immunoprecipitated Cul5 and assessed pJak1 association via IB. We found that pJak1 co-precipitated with Cul5 (Fig. 6g) in D10 cells and that this association did not depend on Cul5 neddylation. We next assessed the ubiquitination of pJak1 in the presence or absence of NAEi, to block Cul5 activity. We enriched for ubiquitinated proteins in cell lysates using TUBEs (tandem-ubiquitin binding entities) and then added deubiquitinating enzyme to half of the eluate to cleave the ubiquitin chains and release the substrate^29^. Following TUBE enrichment, ubiquitylation of pJAK1 was reduced in cells in which Cul5 was inactivated by NAEi, (Fig. 6h, lanes 3 and 4). DUB treatment resulted in a complete loss of higher molecular species, supporting that these species represented ubiquitylated pJak1 (Fig. 6h, lanes 3 and 5). Furthermore, in both cases the intensity of band corresponding to pJak1 was lower in NAEi treated cells (Fig. 6h, Lane 4 and 6), supporting that pJak1 was less ubiquitylated when Cul5 activity is inhibited. These results supported that CIS and Cul5 regulate the ubiquitination and degradation of pJak1.

### Cul5 regulates fate choice in CD4^+^ T cells

During differentiation, the ability of T cells to upregulate lineage-determining transcription factors is based on the types of cytokine signals they receive^1,5^. For example, CD4^+^ T cells cultured in TGF-β and IL-2 upregulate FoxP3 and become tolerogenic Treg cells. In contrast, addition of IL-4 to these cultures inhibits FoxP3 and promotes GATA3, IRF4 and BATF to allow the generation of proinflammatory Th9 cells^42^. Given that Cul5 deficient CD4^+^ T cells have increased IL-4R signaling, we hypothesized that Cul5 might regulate fate choice during the differentiation of Treg and Th9 cells. To test this, we cultured naïve WT and Cul5-deficient CD4^+^ T cells in the presence of TGF-β and IL-2 with increasing concentrations of IL-4. We found that both WT and Cul5-deficient CD4^+^ T cells showed similar frequencies of FoxP3^+^ T cells when IL-4 was not added to the cultures, and IL-9^+^ cells were not observed under these conditions (Fig. 7a, b). The addition of IL-4 to the cultures resulted in fewer FoxP3^+^ T cells in both genotypes. However, Cul5-deficient cell showed a pronounced decrease in FoxP3^+^ T cells at significantly lower concentrations of IL-4 than their WT counterparts (Fig. 7a, b). As IL-4 was added to the cultures, IL-9^+^ T cells were observed in the same cultures as the FoxP3^+^ cells, and their frequencies increased with higher concentrations of IL-4. The frequencies of IL-9^+^ cells in the cultures were significantly higher among Cul5-deficient cells (Fig. 7a, b). Under these culture conditions, we did not detect any IL-4^+^ cells (Supplementary Fig. 7a). These data supported that Cul5 regulates fate decisions at the interface between Treg and Th9 cell differentiation, thus driving the development of tolerogenic FoxP3^+^ Treg cells rather than proinflammatory Th9 cells. To test this in vivo we treated WT and *Cul5*^fl/fl^*CD4-Cre* mice with either PBS (Fig. 7c) or HDM (Fig. 7d) for 2 weeks and analyzed cells isolated from the lungs. We found that *Cul5*^fl/fl^*CD4-Cre* mice exposed to HDM showed reduced frequencies of FoxP3^+^ Treg cells in their lungs compared to HDM exposed controls.

**Fig. 7:**
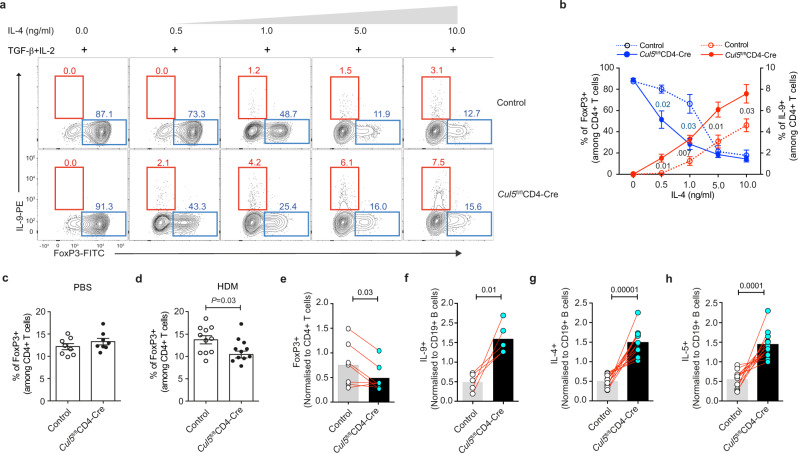
Cul5 regulates fate choice in CD4^+^ T cells. **a** Representative flow plots showing the frequencies of FoxP3^+^ and IL-9^+^ cells. Naive CD4^+^ T cells from control and *Cul5*^fl/fl^*CD4-Cre* mice were cultured in iTreg polarizing (TGF-β + IL2 + anti-IFNγ) condition with increasing concentrations of IL-4. Cells were stained for FoxP3 and IL-9 on day 5. **b** Compiled data of (**a**) showing the frequencies of FoxP3^+^ (blue) and IL-9^+^ (red) cells. For FoxP3^+^ cells, *n* = 3 control, *n* = 4 *Cul5*^fl/fl^*CD4-Cre*, for IL9^+^ cells *n* = 4 control, *n* = 5 *Cul5*^fl/fl^*CD4-Cre* biologic replicates of cells examined in three independent experiments. **c** Compiled data showing the frequencies of FoxP3^+^ cells in 8–10-week-old control and *Cul5*^fl/fl^*CD4-Cre* mice treated with PBS. *n* = 8 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in two independent experiments. (**d**) HDM treated mice *n* = 11 control and *Cul5*^fl/fl^*CD4-Cre* mice examined in three independent experiments. Mixed bone marrow chimeras. 6–8-weeks-old Rag1-/- deficient recipients were sublethally irradiated and then injected with a 1:1 mixture of control (CD45.1^+^) and *Cul5*^fl/fl^*CD4-Cre* (CD45.2^+^) donor bone marrow cells and allowed to reconstitute for 8 weeks. These mice were then treated with a 2-week regimen of house dust mite (HDM), and their lung cells were analyzed by flow cytometry. **e** Proportion of FoxP3^+^ cells that came from each donor. The percent of control (CD45.1^+^) and *Cul5*^fl/fl^*CD4-Cre* (CD45.2^+^) FoxP3^+^ cells was normalized to the percent of CD4^+^ T cells from the same donor. *n* = 7 recipient mice were examined in two independent experiments. Two donors of each genotype were used to reconstitute these recipients. Each recipient received cells from one mouse of each genotype. Proportion of cytokine producing cells. To calculate the contribution from each donor CD45.1 “cytokine^+^” cells or CD45.2 “cytokine^+^” cells were normalized to CD19^+^ cells. **f** Proportion of IL-9^+^ cells from CD45.1 (WT) and CD45.2 (Cul5 deficient), *n* = 5 recipients were examined in one experiment. **g**-**h** Proportion of IL-4^+^ and IL-5^+^ cells, *n* = 12 recipients were examined in two independent experiments. Data is presented as mean±SEM in panels **b**–**d**. In panels **e**-**h** data is represented as mean. *p-*value was calculated by unpaired two tailed *t-*test used in panels **b**-**d** and paired two-tailed *t-*test in panels **e**-**h**. Source data are provided as a Source Data file.

To test this further, we generated mixed bone marrow chimeras by reconstituting Rag1-deficient mice with a 1:1 mixture of congenially distinct *Cul5*^fl/fl^*CD4-Cre* (CD45.2^+^) and WT (CD45.1^+^) bone marrow. After 7–8 weeks of reconstitution, we exposed mice to HDM (Supplementary Fig. 7b). This experiment allowed us to examine Cul5-deficient and -sufficient cells in the same cytokine milieu and test the impact of the loss of Cul5 within individual CD4^+^ T cells. We first evaluated reconstitution by comparing the proportion of B cells from each donor, reasoning that these are Cul5-sufficient in both cases. CD45.1^+^ and CD45.2^+^ B cells were similarly reconstituted (Supplementary Fig. 7c). Total CD4^+^ T cell were also similarly reconstituted among recipients (Supplementary Fig. 7d). Among CD4^+^ T cells, the ratio of naïve (CD62L^hi^) and activated (CD44^hi^) populations were also similar (Supplementary Fig. 7e, f). We then compared the relative proportion of Foxp3^+^ Tregs cells that were Cul5-sufficient and Cul5-deficient. We found that Cul5-deficeint CD4^+^ T cells were less likely to be FoxP3^+^ Treg cells compared to Cul5-sufficient cells (Fig. 7e).

To assess cytokine production, we examined the CD4^+^CD44^+^ T cells that produced IL-4, IL-5, IL-13, IL-9, and IL-17A, and assessed the relative proportions of these cytokine-producing cells that were Cul5-sufficient and Cul5-deficient (Supplementary Fig. 7g). To ensure that the differences in cytokine-producing cells were not due to differences in reconstitution, we normalized the CD45.1 or CD45.2 “cytokine^+^” cells to CD45.1^+^ or CD45.2^+^ B cells within each recipient. We found that Cul5 deficient cells were more likely to be IL-9 producers compared to Cul5 sufficient cells (Fig. 7g). Furthermore, Cul5 deficient cells were more likely to become Th2 cells indicated by IL-5, IL4, and IL-13 staining. (Fig. 7g, h, and Supplementary Fig. 7h). This was not the case for all cytokine-producing CD4^+^ effector cells, as we did not observe any significant differences among IL-17A^+^ (Th17) cells (Supplementary Fig. 7i). Together these results indicated that Cul5 acts in CD4^+^ T cells to regulate fate choice, promoting the differentiation of tolerogenic Treg cells and limiting the differentiation of Th9 cells.

## Discussion

The differentiation of CD4^+^ T cells into different Th subtypes affords protection against a diverse range of pathogens^1–3^. How a CD4^+^ T cells decides its fate in vivo in the presence of multiple cytokines with varied abundance is not understood. Here we show that Cul5 aids fate selection by setting a threshold for IL-4 receptor signaling. In doing so, it facilitates Treg lineage selection, while reducing the potential to become a proinflammatory Th9. This mechanism likely helps to prevent unwarranted immune responses against harmless allergens. Supporting this, mice that lack Cul5 in T cells are more susceptible to allergen-induced airways remodeling and asthma.

We found that activating TCR and CD28 receptors on naïve CD4^+^ T cells increased the expression and neddylation of Cul5. Cul5 levels and activity increased over the first 48 h, aligning with the timing of when CD4^+^ T cells are making cell fate decisions. TCR and CD28 signals also resulted in a corresponding increase in CIS expression. CIS, via its SH2 domain, would then be available to bind phosphorylated tyrosine residues on client proteins^11,43,44^, and recruit these proteins to Cul5. We determined that one of these client proteins is pJak1, a key transmitter of IL-4 receptor signals^21^.

Interestingly, Cul5 expression remained elevated in CD4^+^ T cells even after TCR signals were removed. Thus, while TCR and CD28 signals can initiate Cul5 activity, Cul5 persists in an activated state. Cul5 levels and activity were roughly similar in CD4^+^ T cells that had been differentiated under many different culture conditions, suggesting that Cul5 may function in these cells to prevent them from responding to low levels of IL-4 in the environment, a scenario that would otherwise allow transdifferentiation or loss of lineage commitment.

In activated T cells, Cul5 primarily associated with CIS, but bound to a lesser extent with SOCS2. This was true when T cells were activated in the presence or absence of IL-4. This is interesting because the mammalian genome encodes for ~40 SOCS box proteins, including SOCS family proteins, all of which have the potential to interact with Cul5^13,23^, albeit with varying affinities. However, it is not known which, if any, depends on Cul5 for their function. Whether the preference for CIS reflects stronger binding between CIS and Cul5, or that CIS is more abundant than other SOCS family members in these cells, is unclear. However, the physiologic importance of this interaction is reflected by the similarity of phenotypes between *CIS*-deficient mice and *Cul5*^fl/fl^*CD4-Cre* mice^20^, as well as CIS-deficient and Cul5-deficient T cells.

SOCS family proteins inhibit cytokine signaling, but how they accomplish this is less clear. SOCS proteins function through three possible mechanisms, binding to pTry residues via their SH2 domain and blocking recruitment of downstream signal transducers, inhibiting kinase activity, or working within a Cul5 complex^11,12,23^. SOCS1 and SOCS3, the most well studied family members, carry out some of their inhibitory functions even in the absence of their SOCS box domain^13^. Furthermore, SOCS family members bind Cul5 with widely varying affinities^23^, supporting that some family members may be more dependent on Cul5 than others. CIS has been proposed to act by using its SH2 domain to block recruitment of signal transducers^20^, although this has not been shown experimentally. What has been shown is that in the absence of CIS, pSTAT6 levels are elevated. Our data support that CIS regulates pSTAT6 levels by acting as a substrate receptor within a CRL5 complex. Supporting this, CIS was found to associate not only with Cul5, but also other members of the CLR5 complex, including EloB and EloC, CAND1 and CNS proteins. CIS recruits pJAK1 to CRL5 to promote its ubiquitylation and degradation, thus limiting IL-4R signaling.

In the absence of Cul5, CD4^+^ T cells became overly sensitive to IL-4 which contributed to asthma pathogenesis. Increased IL-4 sensitivity predisposed CD4^+^ T cells to becoming Th2 or, in the presence of TGF-β, Th9 cells. Th2 cells produced IL-4, creating a snowballing effect. Cul5 deficient cells were thus exposed to more IL-4, expanding Th2 and/or Th9 differentiation, and thus exacerbating inflammation and worsening pathology. This scenario most likely explains why 30–36-week-old Cul5 deficient mice developed pronounced Th2 inflammation compared to 8–10-week-old mice which showed little to no Th2 inflammation. Secondly, increased IL-4 sensitivity alters the differentiation of naïve CD4^+^ T cells where instead of becoming tolerogenic Treg cells, Cul5 deficient cells are biased to become pathogenic Th9 cells.

The logical question then becomes, how is Cul5 specific for IL-4R signaling and not broadly regulating other cytokine receptors that rely on JAK1? Like CIS, SOCS3 also inhibits JAK1 but only when JAK1 is activated by IL-6 receptor signaling^45^. This specificity is enforced by the binding of SOCS3 to the gp130 receptor. This localisation allows SOCS3 to gain proximity to JAK1^45^. A similar mechanism may be occurring in this context. In support of this we found that CIS associated not only with JAK1 but also with the IL-4Rα. This suggests a model in which CIS binds pIL-4Rα via its SH2 domain and brings the CRL5 complex into proximity with pJAK1 resulting in the ubiquitination and degradation of pJak1. Alternatively, CIS and CRL5 might also directly target IL-4Rα. These models are supported by other studies showing that CIS binds to phosphorylated receptors^13,43,44^. In either case we believe that the specificity of CRL5 is enforced by recruitment to specific receptors.

While it was known previously that CIS prevented lung remodeling and development of an asthma-like disease by limiting IL-4R signaling^20^, the physiologic context for this remained unclear. Based on analyses of CIS transcript abundance, it was proposed that CIS expression required IL-4R signaling. This led to the idea that CIS was upregulated downstream of IL-4R signaling and acted in a negative feedback loop. Our study supports that Cul5 and CIS function downstream of TCR and CD28 activation to set a threshold for IL-4R signaling and thus influence fate choices in differentiating CD4^+^ T cells. While our data support that this impacts Treg, Th2, and Th9 differentiation, we did not see differences in Th1 or Th17 differentiation. However, given that we added anti-IL-4 to the Th1 and Th17 cultures, it remains possible that Cul5 might regulate the differentiation of other Th cells. However, our data clearly support that in the absence of Cul5, activated T cells are more sensitive to low levels of IL-4. This has major implications upon allergen exposure. In this scenario, increased IL-4 promotes Th9 cell formation at the expense of Treg cell differentiation, resulting in severe lung remodeling and decreased lung function. Thus, by altering cytokine sensitivity during their peripheral education, T cells can rewire fate choices and set the stage for tissue inflammation and disease development. While we have focused here on these early fate choices, it will be important to know whether Cul5 might continue to impact the long-term plasticity of T cells.

To date, no genetic polymorphism studies have implicated Cul5 or CIS in human allergic diseases such as asthma, although it has been implicated in autoimmune and infectious disease^46^. However, two previous studies support a function for Cul5 and CIS in allergic disease. One study found an association between hsa-miRNA-19b 3p and asthma remission^47^. Using predictive tools, this same study suggested that hsa-miRNA-19b-3p targets Cul5 and CIS. A second study reported that CIS regulates eosinophilic inflammation in bronchial asthma by limiting IL-13 signaling^48^. These studies highlight that CIS and Cul5 might have an important function in asthma, and more generally, in immune-mediated diseases. However, additional studies are needed to determine how Cul5 and/or CIS regulate human T cells to prevent allergic disease and whether these factors might be targeted for therapeutic effect.

## Methods

### Mice

CD45.1^+^, CD45.2^+^, Rag knockout (KO), *CD4-Cre* mice were purchased from Jackson laboratories. *Cul5*^fl/fl^ mice on a B57BL/6 background were purchased from Taconic. All mice were bred in house at the Children’s Hospital of Philadelphia (CHOP). *Cul5*^fl/fl^ cage-matched littermates (without *CD4-Cre*) were used as wild type controls except in experiments that required CD45.1^+^ control. Mice were used between 8–10 and 30–36 weeks of age. For all the experiments mice were age and gender-matched.

### House Dust Mite treatment and lung function assay

For House Dust Mite (Greer, catalogue number RMB84M) treatments, mice were anesthetized with 50 mg/kg of ketamine and 5 mg/kg xylazine via intraperitoneal injection. PBS or 20 ug HDM, was placed dropwise on the nose until it was inhaled. Mice were treated once per day for 3 consecutive days on days 0–2, then again for 5 consecutive days on days 8–12. They were analysed on days 13 and 14.

For lung function studies, allergen sensitized and challenged mice were anesthetized with 17.5% ketamine/2.5% xylazine and then cannulated and connected to Buxco FinePointe resistance/compliance computerized system and mechanically ventilated. Lung function was monitored upon methacholine inhalation for 20–30 min in fully anesthetized mice.

### Serum cytokines and ELISA

Serum was collected from mice and stored at −80^o^C. Q-Plex Mouse Cytokine stripwells (16 plex, Quansysbio, catalogue number 110349MS) was used to quantify cytokines upon House Dust Mite (HDM) exposure according to manufacturer’s directions. Total serum antibody ELISA was performed by coating ELISA plates with anti-mouse Ig overnight (Southern Biotech). Plates were blocked, and then standards (Southern Biotech) and serum sample dilutions (1:5000 to 1:125,000) were added and plates were incubated for 2hrs at room temperature. Plates were then washed and isotype-specific detection antibodies conjugated to horseradish peroxidase (Southern Biotech) were added for 1 h at room temperature. The 3,3′,5,5′-tetramethylbenzidine (TMB) substrate was added, and the reaction was stopped by adding 1 M phosphoric acid. Absorbance was measured at at 450 nm.

### Tissue processing and staining

Spleen, lymph nodes, and lungs were harvested from mice after euthanasia by carbon dioxide and subsequent cervical dislocation. Lungs were treated with collagenase I and Ia (Sigma, catalogue number C0130 and C9891, respectively), and 20 μg/ml DNAse I (Roche, catalogue number 10104159001) in 10 ml plain RPMI for 1 h at room temperature prior to homogenization. Homogenates were treated with 2 ml of RBC lysis buffer for 2 min and passed through an additional 70 µm filter. For intracellular staining, 5*10^6^ cells from these homogenates were resuspended in 1 ml of RPMI 1640 supplemented with 10% FCS, 100U/ml Penicillin-streptomycin, 1X Glutamax (ThermoFisher, cat. 35050061), 1X Non-essential amino acids (Gibco, cat. 11140-050), 2 mM HEPES (Gibco, cat. 15630-080), 1 mM sodium pyruvate (Corning, cat. 20115013), 8 μl/L 2-mercaptoethanol (Sigma), 1 μg/ml Golgi Plug (BD, cat. 555029), 1 μg/ml Golgi Stop (BD, cat. 554724), PMA (30 ng/ml, Calbiochem) and Ionomycin (1 μM, Abcam). These resuspensions were incubated at 37 °C for 4 h before proceeding with staining.

Single cell suspensions were first stained with a fixable viability dye (Life Technologies, cat. L34961, 1:60) and pre-treated with unlabeled anti-CD16/CD32 (Fc Block, BD Pharminogen, cat. 564219, 1:1000). Cells were surface stained for 15 min at 4 ^o^C in FACS buffer with the following antibodies: anti-CD4 (Biolegend, clone GK1.5, 1:200), anti-CD3 (Biolegend or BD biosciences, clone 17A2, 1:100), anti-CD62L (Biolegend, clone MEL-14, 1:100), anti-CD44 (Biolegend, clone IM7, 1:200), anti-CD45.1 (Biolegend, clone A20,1:200), and anti-CD45.2 (Biolegend, clone 104, 1:200), anti-CD124 (BD, mIL4R-M1, 1:50). After staining, cells were then washed with FACS buffer and fixed in 50 μl BD Cytofix/Cytoperm (BD, cat 554714) for 20 min in ice. For intracellular cytokine staining cells were washed in 100 μl BD perm wash buffer and stained for intracellular cytokine in BD perm wash buffer (cat. 554723) with following antibodies: anti-IFNγ (BD, clone XMG1.2, 1:100), anti-IL2 (Biolegend, clone JES6-5H4, 1:100), anti-IL5 (BD, clone TRFK5, 1:100), anti-IL4 (BD, clone 11B11, 1:100), anti-IL13 (ebioscience; clone eBio13A, 1:100), anti-IL17A (Biolegend, clone TC11-18H10.1, 1:100), antiIL-9 (Biolegend, clone RM9A4, 1:100). For mast cell staining lung homogenate was stained with anti-CD45 (BioLegend, clone 30 F-11, 1:200), anti-FcεRI (ebiosciences, clone Mar-1, 1:100), and anti-CD117 (Biolegend, 2-B8, 1:100) for 15 min at 4 ^o^C and fixed using BD cytofix/cytoperm buffer. For eosinophils lung homogenate was stained with anti-CD45 (Biolegend, clone 30 F-11, 1:200), anti-Siglec F (BD, clone E50-2440, 1:200), anti-CD11c (Biolegend, clone N418, 1:200) and anti-CD11b (Biolegend, clone M1/70, 1:200) for 15 min at 4 ^o^C and fixed using BD cytofix/cytoperm buffer.

### Cell isolation and culture

Spleen and lymph nodes were harvested from mice as described above. Single cell suspensions were resuspended in MACS buffer consisting of 0.5% fetal calf serum (FCS; Atlanta Biologicals Premium) and 2 mM EDTA in PBS. Naïve CD4^+^ T cells were isolated using a naïve T cell isolation kit (Miltenyi, cat. 130-104-453) following manufacturer’s directions. This method resulted in >90% CD4^+^CD62L^+^CD44-CD25- cells.

Cells were cultured in RPMI 1640 supplemented with 10% FCS, 100 U/ml Penicillin-streptomycin, 1X Glutamax (ThermoFisher, cat. 35050061), 1X Non-essential amino acids (Gibco, cat. 11140-050), 2 mM HEPES (Gibco, cat. 15630-080), 1 mM sodium pyruvate (Corning, cat. 20115013), 8 ul/L 2-mercaptoethanol (Sigma). Cells were cultured at 37 °C in 10% carbon dioxide. To activate T cells, cell culture plates were coated using 5 μg/ml anti-CD3 (BD biosciences, clone 17A2) and 5 μg/ml anti-CD28 (BD biosciences, clone 37.51) in PBS at 4 ^o^C overnight or at least 2 h at 37 °C. For restimulation experiments, cells were stimulated with anti-CD3 anti-CD28 dynabeads (Gibco, cat. 11452D) at a 1:3 beads:cell ratio. For CHX experiments cells were stimulated with 5 μg/ml anti-CD3 and 2 μg/ml anti-CD28 for 48 h. Cells were then washed with RPMI and stimulated with IL-4 for 2 h. After treatment cells were washed and treated with CHX for the indicated time. For Immunoprecipitations experiments, approximately 50–60 million cells were stimulated with 5 μg/ml anti-CD3 and 2 μg/ml anti-CD28 for 4hrs in presence of 10 ng/ml IL-4 or anti-IL-4 (10 ng/ml) along with NAEi (MLN4924 1 μM; Lifesensor).

### In vitro differentiation

Naive CD4^+^CD25^−^CD62L^hi^CD44^lo^ T cells were isolated using Naïve isolation kit (Miltenyi catalogue number 130-104-453) and activated with 5 μg/ml plate-bound anti-CD3 (Biolegend) and 5 μg/ml soluble anti-CD28 (Biolegend) in the presence of polarizing cytokines or/and blocking antibodies. For T_H_1 polarization cells were cultured in presence of 20 μg/ml anti-IL-4 (11B11; BioXCell), 20 ng/ml IL-12 (Peprotech; 210-12), and 10 U/ml IL-2 (Peprotech; 200-02) for 5 days. For T_H_17 polarization, cells were cultured in media containing 20 ng/ml IL-6 (Peprotech; 500-P56) and 0.5 ng/ml TGF-β (Peprotech; 100-P21), 20 ng/ml IL-1β (Peprotech; 500-P51), 50 ng/ml IL-23 (Peprotech; 200-23) and 2 μg/ml anti-IL-2 (Biolegend; JES6-1A12) for 5 days. For T_H_2 polarization anti-CD3/CD28 (GIBCO; 11452D) dynabeads were used at 1:1 (Bead:cell) ratio. Naïve CD4^+^CD25^−^CD62L^hi^CD44^lo^ T cells were cultured in media with 20 μg/ml anti-IFNγ (Biolegend, XMG1.2), 10 ng/ml IL-4 (Peprotech; 500-P54), 20 μg/mL anti-IL-12 (Biolegend; C18.2) and 50 U/ml IL-2 (Peprotech; 200-02). For T_H_9 polarization 2 μg/ml plate bound anti-CD3 and 1 μg/ml soluble anti-CD28 antibody was used. Naïve CD4^+^CD25^−^CD62L^hi^CD44^lo^ T cells were cultured in media supplemented with 10 μg/ml anti-IFN-γ (Biolegend, XMG1.2), 2.5 ng/ml TGF-β (Peprotech; 100-P21) and 20 ng/ml IL-4 (Biolegend; 500-P54). Alternately, to check the differentiation fate, naïve CD4^+^CD25^−^CD62L^hi^CD44^lo^ T cells were cultured in 96 well plates coated with 2 μg/ml anti-CD3 and soluble 1 μg/ml anti-CD28 in Treg conditioning media (0.5 ng/ml TGF-β and 50 U/ml IL-2 along with 10 μg/ml anti-IFNγ) in presence of increasing concentration of IL-4 (0–10 ng/ml).

### Mixed Chimeras

Bone marrows cells were harvested from *Cul5*^fl/fl^ *CD4-Cre* CD45.2^+^ mice and wild type CD45.1^+^ mice and frozen at −80 until use. Upon thawing, bone marrow cells were T cell depleted using TCRβ PE antibody and anti-PE microbeads (Miltenyi, catalogue number 130-048-801). Rag KO recipients were irradiated with 400 Rad using an X-Rad Irradiator, and subsequently injected via tail vein with 2 × 10^6^ bone marrow cells in RPMI 1640 (Hyclone, SH30027.01) with 100 U/ml Penicillin-streptomycin (Gibco, cat. 15140122) at a 1:1 mixture of wild type: *Cul5*^fl/fl^ *CD4-Cre*. Mice were maintained on antibiotic (trimethoprim-sulfamethoxazole) containing water for 2 weeks following irradiation and injection and allowed to reconstitute for at an additional 6 weeks. They were then treated with HDM as described above.

### Immunoprecipitation

Cells were stimulated with either plate bound 5 μg/ml anti-CD3 and soluble 2 μg/ml anti-CD28 or by anti-CD3/CD28 dynabeads (1 bead:3 cell) in presence of 10 ng/ml IL-4 (Peprotech) or 20 μg/ml anti-IL-4 or 10 ng/ml IL-4 along with 1 μM NAEi (Lifesensors; S19830) for 4 h. Cells were then lysed in NP-40 buffer (50 mM Tris-cl, pH 7.4, 1 mM EDTA, 100 mM NaCl, 1% NP-40) in the presence of deubiquitylase inhibitor PR619 (Lifesensors; S19619), 1,10 phenanthroline (Lifesensors; S19649), Protease inhibitor cocktail EDTA free (Roche) and phosphatase inhibitor cocktail (Thermo). After 30 min of lysis, the samples were centrifuged at 15,000 rpm for 10 min at 4 °C. Cleared supernatant was quantified using Bradford reagent and 3–4 mg protein was used for Immunoprecipitation. For preclearing, supernatants were incubated with 2 μg anti-IgG conjugated with protein A dynabeads for 2 h at room temperature. Precleared supernatant was then incubated with either anti-Cul5 (2 μg), or anti-CIS (3 μg) or anti-IgG (2 or 3 μg) conjugated with protein A dynabeads for overnight at 4 °C. Beads were then washed five times with 1X TBS containing 0.1% Tween 20. The immunoprecipitated proteins were eluted with 2X Laemmli buffer (240 mM Tris, pH 6.8, 8% SDS, 0.04% bromophenol blue, 5% β-mercaptoethanol, 40% glycerol) and boiled at 95 °C for 5 min.

### Mass spectrometry

Samples were analyzed on a QExactive HF mass spectrometer (Thermofisher Scientific San Jose, CA) coupled with an Ultimate 3000 nano UPLC system and and EasySpray source. Peptides were separated by reverse phase (RP)-HPLC on Easy-Spray RSLC C18 2 um 75 μm id × 50 cm column at 50 C. Mobile phase A consisted of 0.1% formic acid and mobile phase B of 0.1% formic acid/acetonitrile. Peptides were eluted into the mass spectrometer at 300 nL/min with each RP-LC run comprising a 90 minute gradient from 1 to 5% B in 15 min, 5–45% B in 90 min. The mass spectrometer was set to repetitively scan m/z from 300 to 1800 (*R* = 120,000), followed by data-dependent MS/MS scans (*R* = 45,000) on the twenty most abundant ions, normalized collision energy (NCE) of 27, dynamic exclusion of 15 s with a repeat count of 1. FTMS full scan AGC target value was 5e5, while MSn AGC was 1e5, respectively. MS and MSn injection time was 120 ms; microscans were set at one. Unassigned, 1, 7, 8, and >8 charge states were excluded from fragmentation. Mass spectrometry data is submitted in proteome exchange. The project Accession is PXD028492.

### Western blotting

After treatment cells were washed with phosphate-buffered saline (PBS) and lysed using 1% Triton-X lysis buffer containing 50 mM Tris, 100 mM NaCl, 1X Protease inhibitor cocktail EDTA free (Roche), 1X Halt phosphatase inhibitor cocktail (Thermo Fisher Scientific), Zn^2+^ chelator *ortho-phenanthroline* (o-PA) (LifeSensors) and deubiquitylase inhibitor PR-619 (LifeSensors). Protein lysate were quantitated using Bradford reagent. For Cul5 neddylation experiments whole-cell lysates were prepared as described previously^49^. Briefly, cells were resuspended in SDS sample buffer (62.5 mM Tris-HCl, 2% w/v SDS, 10% glycerol, 50 mM DTT, and 0.1% bromophenol blue), vortexed to reduce sample viscosity, denatured by boiling, and then cooled on ice. This is to prevent the de-neddylation during protein extractions. Samples were resolved on Novex Tris-Glycine Gels (Thermo Fisher Scientific) and then transferred onto PVDF membrane (Amersham Pharmacia Biotech, Piscataway, NJ). The membrane was probed with the primary antibodies Cul5 (Bethyl Lab; 1:5000), pJak1 (CST; 1:1000), Jak1 (BD; 1:1000), pSTAT6 (CST; 1:1000), STAT6 (CST; 1:1000), IL4Rα (BD; 1:1000), pIL4Rα (BD; 1:1000), Actin (SCBT; 1:5000), Cul5 (Bethyl; 1:5000). The membrane was then incubated with an appropriate secondary antibody at a dilution of 1:5000 and the protein of interest was detected with Li-Cor odyssey imaging system.

### RNA-seq

Naïve CD4^+^ T cells were isolated by MACS from WT and *Cul5*^fl/fl^*CD4-Cre* mice. Cells were cultured under Th9 polarising conditions for 48 h. Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific) and poly-A selection was used to remove ribosomal RNA. After first and second-strand synthesis from a template of poly-A selected/fragmented RNA, other procedures from end-repair to PCR amplification were performed. The DNA library was quantitated using Qubit. Libraries were sequenced on BGIseq500 platform with 50 bp single-end sequencing. Single-end sequencing reads were quality checked using FASTQC (www.bioinformatics.babraham.ac.uk/projects/fastqc), and reads were pseudo-aligned to the Ensembl Mus musculus reference genome (GRCm38) using Kallisto (V0.46.2). The transcript abundances were assembled and TMM-normalized log2CPM (count per million fragments) was estimated using the Bioconductor package edgeR (V3.34.0) for differential expression analysis. RNAseq data has been submitted in Gene Expression Omnibus (GEO). The accession number is GSE184321.

### Public RNA-Seq datasets

For Fig. 5, heatmaps were generated by analysing public datasets retrieving Naïve CD4^+^, Th0, Th1, Th2, Th9, and Th17 raw RNAseq data from **GSE153862** and aligned and quantified (reads per kilobase per million reads [RPKM]) using Kallisto. The fold-change for each T helper subset were calculated with respect to the naïve CD4^+^ quantified RPKM. For each T helper subset, the genes with log2FC greater than 5 were used for generation of the circle plot, and of those, the genes corresponding to the top 200 log2FC were taken as the “top hit gene sets” for the respective T helper subset to be used for the heatmaps. For the Cul5-KO RNAseq data, log2FC were calculated as log2 of KO over WT (units of RPKM).

Microarray data for 6 h re-stimulated and unstimulated Th9-differentiated cells were retrieved from **GSE44937** using the GEOparse package in Python. The log2 fold-changes and student’s *t*-test *p*-values of stimulated over unstimulated subsets were used to obtain a list of “top hit genes” where the log2FC > 2 and the *p*-value <0.05.

Heatmaps were created using Morpheus software (Broad Institute) by taking the top 200 hits gene set for each T helper subset and comparing the overlap with the differentially expressed Cul5-KO RNA-seq dataset (a Student’s *t*-test was used with *p*-value <0.05 as the cut-off).

The genes from the public datasets above with log2FC greater than 5 were used to create a circle plot using the GOCircle function of the GOPlot package in R. Z-scores were calculated using Eq. (1):

1 $${zscore}=\frac{{{{{\#}}}}{upregulated}\,{genes}-{{{{\#}}}}{downregulated}\,{genes}}{\sqrt{{gene}\,{count}}}$$

The inner circle represents -log10(adjusted *p*-values)—the larger the section, the more significant the finding. Adjusted *p*-values for the inner circle were calculated using Fisher’s Exact Test on whether the gene subset was enriched in the differentially upregulated population within the entire Cul5-cKO RNA-seq dataset and then applying the Benjamini-Hochberg procedure to obtain the adjusted *p*-value for multiple hypothesis testing.

To compute the binding sites STAT6 and STAT5B ChIP-seq were retrieved from **GSE41317**. BATF, PU.1, and IRF4 ChIP-seq were retrieved from **GSE99165**. Raw reads were uploaded into GalaxyProject and aligned with Bowtie2 using the mm10 genome build as the reference, producing paired-end BAM files. Aligned reads were filtered with MAPQ > 20 and split into sample read-groups for peak calling. Peak calling was achieved with the MACS2 call peaks function using background controls provided by the dataset. For the STAT6 and STAT5B ChIP-seq, an FDR threshold of *q* < 1e−20 was used due to a large number of binding sites requiring additional filtering. For the other ChIP-seq sets, an FDR threshold of *q* < 0.01 was used. This led to gene set sizes of 767, 1552, 674, 494, and 27 genes for STAT6, STAT5B, BATF, PU.1, and IRF4, respectively.

### Histology scoring

H&E scoring was performed using Aperio Image Scope software. We counted the total number of nuclei as a surrogate for cell number using the Nuclear V9 setting. The total number of nuclei was divided by the total area to get the number of nuclei/mm^2^. These values were multiplied by 100 to get the number of nuclei/100 mm^2^ area of lung. Goblet cell hyperplasia was scored based on previously described methods^50,51^. Briefly, five airways were included for scoring based on following parameters, 0: No visible hyperplasia or mucous production, 1: patchy hyperplasia and/or PAS staining in 25%, 2: patchy hyperplasia and/or PAS staining in <50% of bronchioles, 3: patchy hyperplasia and/or PAS staining in <75%, 4: criteria for 3 plus bronchiolar plugging or obliteration. Scores reported were the total score for each lung (0–15).

### Statistics

Results were expressed as the mean ± standard error of mean (SEM) or mean+standard deviation (SD). Statistical analysis was performed using Prism software version 7 and 9. *p*-value was calculated using the two-tailed student *t*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNAseq raw data are deposited and available from the GEO database under the accession number GSE184321. IP-MS/MS data from D10 cells are deposited and available from PRIDE database under accession number PXD028492. Other datasets used in this study are from Bulk RNA-seq of mouse Th cell subtypes GSE153862, microarray data of mouse Th9 cells GSE44937, mouse ChIP-seq data GSE41317 and GSE99165. All other data supporting the findings are available in this paper or from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Zhu J, Yamane H, Paul WE (2010). Differentiation of effector CD4 T cell populations (*). Annu. Rev. Immunol..

[2] Luckheeram RV, Zhou R, Verma AD, Xia B (2012). CD4(+)T cells: differentiation and functions. Clin. Dev. Immunol..

[3] Chatzileontiadou, D. S. M., Sloane, H., Nguyen, A. T., Gras, S. & Grant, E. J. The many faces of CD4(+) T cells: Immunological and structural characteristics. *Int. J. Mol. Sci*. **22** (2020).10.3390/ijms22010073PMC779622133374787

[4] Valencia X, Lipsky PE (2007). CD4+CD25+FoxP3+ regulatory T cells in autoimmune diseases. Nat. Clin. Pr. Rheumatol..

[5] Zhu J, Paul WE (2008). CD4 T cells: fates, functions, and faults. Blood.

[6] O’Shea JJ (2015). The JAK-STAT pathway: impact on human disease and therapeutic intervention. Annu Rev. Med.

[7] Salas A (2020). JAK-STAT pathway targeting for the treatment of inflammatory bowel disease. Nat. Rev. Gastroenterol. Hepatol..

[8] Barrat FJ, Crow MK, Ivashkiv LB (2019). Interferon target-gene expression and epigenomic signatures in health and disease. Nat. Immunol..

[9] Duncan SA, Baganizi DR, Sahu R, Singh SR, Dennis VA (2017). SOCS proteins as regulators of inflammatory responses induced by bacterial infections: A review. Front Microbiol..

[10] Inagaki-Ohara K, Kondo T, Ito M, Yoshimura A (2013). SOCS, inflammation, and cancer. JAKSTAT.

[11] Kile BT (2002). The SOCS box: a tale of destruction and degradation. Trends Biochem. Sci..

[12] Palmer DC, Restifo NP (2009). Suppressors of cytokine signaling (SOCS) in T cell differentiation, maturation, and function. Trends Immunol..

[13] Yoshimura, A., Ito, M., Chikuma, S., Akanuma, T. & Nakatsukasa, H. Negative Regulation of Cytokine Signaling in Immunity. *Cold Spring Harb. Perspect. Biol.***10** (2018).10.1101/cshperspect.a028571PMC602807028716890

[14] Alexander WS (1999). SOCS1 is a critical inhibitor of interferon gamma signaling and prevents the potentially fatal neonatal actions of this cytokine. Cell.

[15] Marine JC (1999). SOCS1 deficiency causes a lymphocyte-dependent perinatal lethality. Cell.

[16] Chen Z (2006). Selective regulatory function of Socs3 in the formation of IL-17-secreting T cells. Proc. Natl Acad. Sci. USA.

[17] Knosp CA (2011). SOCS2 regulates T helper type 2 differentiation and the generation of type 2 allergic responses. J. Exp. Med.

[18] Ozaki A, Seki Y, Fukushima A, Kubo M (2005). The control of allergic conjunctivitis by suppressor of cytokine signaling (SOCS)3 and SOCS5 in a murine model. J. Immunol..

[19] Seki Y (2002). Expression of the suppressor of cytokine signaling-5 (SOCS5) negatively regulates IL-4-dependent STAT6 activation and Th2 differentiation. Proc. Natl Acad. Sci. USA.

[20] Yang XO (2013). The signaling suppressor CIS controls proallergic T cell development and allergic airway inflammation. Nat. Immunol..

[21] Chikuma S, Kanamori M, Mise-Omata S, Yoshimura A (2017). Suppressors of cytokine signaling: Potential immune checkpoint molecules for cancer immunotherapy. Cancer Sci..

[22] Ushiki T (2016). Rapid inflammation in mice lacking both SOCS1 and SOCS3 in hematopoietic cells. PLoS One.

[23] Babon JJ, Sabo JK, Zhang JG, Nicola NA, Norton RS (2009). The SOCS box encodes a hierarchy of affinities for Cullin5: implications for ubiquitin ligase formation and cytokine signalling suppression. J. Mol. Biol..

[24] Okumura F, Joo-Okumura A, Nakatsukasa K, Kamura T (2016). The role of cullin 5-containing ubiquitin ligases. Cell Div..

[25] Sarikas A, Hartmann T, Pan ZQ (2011). The cullin protein family. Genome Biol..

[26] Reitsma JM (2017). Composition and regulation of the cellular repertoire of SCF ubiquitin ligases. Cell.

[27] Bennett EJ, Rush J, Gygi SP, Harper JW (2010). Dynamics of cullin-RING ubiquitin ligase network revealed by systematic quantitative proteomics. Cell.

[28] Jin HS, Liao L, Park Y, Liu YC (2013). Neddylation pathway regulates T-cell function by targeting an adaptor protein Shc and a protein kinase Erk signaling. Proc. Natl Acad. Sci. USA.

[29] Dybas JM (2019). Integrative proteomics reveals an increase in non-degradative ubiquitylation in activated CD4(+) T cells. Nat. Immunol..

[30] Soucy TA (2009). An inhibitor of NEDD8-activating enzyme as a new approach to treat cancer. Nature.

[31] Howden AJM (2019). Quantitative analysis of T cell proteomes and environmental sensors during T cell differentiation. Nat. Immunol..

[32] Kouro T, Takatsu K (2009). IL-5- and eosinophil-mediated inflammation: From discovery to therapy. Int Immunol..

[33] Moser EK, Field NS, Oliver PM (2018). Aberrant Th2 inflammation drives dysfunction of alveolar macrophages and susceptibility to bacterial pneumonia. Cell Mol. Immunol..

[34] Woo LN (2018). A 4-Week Model of House Dust Mite (HDM) induced allergic airways inflammation with airway remodeling. Sci. Rep..

[35] Koch S, Sopel N, Finotto S (2017). Th9 and other IL-9-producing cells in allergic asthma. Semin Immunopathol..

[36] Kaplan MH, Schindler U, Smiley ST, Grusby MJ (1996). Stat6 is required for mediating responses to IL-4 and for development of Th2 cells. Immunity.

[37] Liao W (2008). Priming for T helper type 2 differentiation by interleukin 2-mediated induction of interleukin 4 receptor alpha-chain expression. Nat. Immunol..

[38] Paul WE (2015). History of interleukin−4. Cytokine.

[39] Harman, C. C. D. et al. An in vivo screen of noncoding loci reveals that Daedalus is a gatekeeper of an Ikaros-dependent checkpoint during haematopoiesis. *Proc. Natl Acad. Sci. USA***118** (2021).10.1073/pnas.1918062118PMC782633033446502

[40] Jabeen R (2013). Th9 cell development requires a BATF-regulated transcriptional network. J. Clin. Invest..

[41] Junttila IS (2018). Tuning the Cytokine responses: An update on Interleukin (IL)-4 and IL-13 receptor complexes. Front Immunol..

[42] Dardalhon V (2008). IL-4 inhibits TGF-beta-induced Foxp3+ T cells and, together with TGF-beta, generates IL-9+ IL-10+ Foxp3(-) effector T cells. Nat. Immunol..

[43] Aman MJ (1999). CIS associates with the interleukin-2 receptor beta chain and inhibits interleukin-2-dependent signaling. J. Biol. Chem..

[44] Okabe S (1999). Thrombopoietin induces an SH2-containing protein, CIS1, which binds to Mpl: involvement of the ubiquitin proteosome pathway. Exp. Hematol..

[45] Lang R (2003). SOCS3 regulates the plasticity of gp130 signaling. Nat. Immunol..

[46] Khor CC (2010). CISH and susceptibility to infectious diseases. N. Engl. J. Med.

[47] McGeachie MJ (2017). Asthma remission: Predicting future airways responsiveness using an miRNA network. J. Allergy Clin. Immunol..

[48] Takeshima H (2019). CISH is a negative regulator of IL-13-induced CCL26 production in lung fibroblasts. Allergol. Int.

[49] Dar AA (2021). The E3 ubiquitin ligase Cul4b promotes CD4+ T cell expansion by aiding the repair of damaged DNA. PLoS Biol..

[50] Schwartz DM (2019). Retinoic acid receptor alpha represses a Th9 transcriptional and epigenomic program to reduce allergic pathology. Immunity.

[51] Roviezzo F (2017). Toll-Like Receptor 4 is essential for the expression of Sphingosine-1-Phosphate-dependent asthma-like disease in mice. Front Immunol..

How the deposited data were processed for this re-analysis (not part of the article)

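The data re-analysed here are the RNA sequencing of day 2 Th9 cultures of CD4+ T cells, with 3 WT and 3 Cul5 cKO samples (Fig. 5c to 5g). The paper's other experiments are measured by flow cytometry, immunoblot or mass spectrometry, or use public datasets, and were not analysed here. The sample labels give genotype and replicate number, and the paper gives the stimulation (2 µg/ml anti-CD3 and 1 µg/ml anti-CD28 for 48 h) and the cytokines (20 ng/ml IL-4, 2.5 ng/ml TGF-β and 10 µg/ml anti-IFN-γ).

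The authors sequenced poly-A RNA in single-end reads of 50 bp, assigned the reads to Ensembl transcripts of GRCm38 with kallisto 0.46.2 and normalized with edgeR 3.34.0. They deposited, for each sample, kallisto's estimated counts and TPM, the share of each transcript scaled to its length, for 119414 transcripts, and a gene-level table of TMM-normalized log2 CPM with a log2 fold change and a p-value for each gene. The estimated counts are reads, not normalized. The gene-level table holds 11242 entries, 1 of them without a name and 19 with names in the form of a date, and 11148 names were matched to the annotation. Its log2 fold changes equal the log2 ratio of mean CPM within 4.7e-08, and the p-values as deposited by the authors equal those of an ordinary two-sided per-gene test with equal variances on the log2 CPM, not adjusted, within 6.1e-08. The table's values lie closer to counts scaled from TPM (median difference 0.006 on the log2 scale) than to summed counts (0.041). Its filter on genes is not named in the paper's text.

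Transcripts were assigned to genes with GENCODE vM21 for GRCm38, without the version of the identifier, which matched 116640 of the 119414 transcripts (97.7%). The transcripts left out held between 0.958% and 1.04% of a sample's counts. The matched transcripts belong to 35896 genes, of which 22400 had a count in at least 1 sample. Gene sums were rounded and analysed in R 4.3.3 with edgeR 4.0.16, using the defaults of its expression filter, which kept 12925 genes, TMM normalization and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. A gene was called differentially expressed at an adjusted p under 0.05. Fold changes are given as log2 of Cul5 cKO over WT, and levels as CPM with TMM-adjusted library sizes. The exact permutation test beside a gene is two-sided and cannot go below 0.1 for 3 samples against 3. Scripts also used limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and blastn 2.17.0 for transcripts of different genes with near-identical sequence.

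Depth ranged from 3944803 counts in WT replicate 3 to 23454552 in Cul5 cKO replicate 3. A floor of 3 counts corresponds to 0.128, 0.13 and 0.759 CPM in WT replicates 1, 2 and 3 and to 0.13, 0.131 and 0.133 CPM in Cul5 cKO replicates 1, 2 and 3. Where every sample of a group was at or under the floor, the fold is given as a bound against the floor.

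The comparison, the test, the thresholds, the lists of marker genes and the first set of alternatives were chosen before the data were examined. These alternatives were DESeq2 in place of edgeR, normalization by library size alone, a minimum of 10 counts in every sample, no filter beyond 1 count in total, counts scaled from TPM by mean gene length, limma on the authors' gene-level table and on log2(TPM + 1) and log2(TPM + 0.1), the study's criterion of an unadjusted p under 0.05, the replicate number as a block, offsets for GC content alone and with that block, and each sample left out in turn. Further alternatives were added after the data had been seen: the other 5 libraries thinned to the total of WT replicate 3, limma's voom with sample quality weights, the difference between replicate 1 and replicates 2 and 3 as a term, replicates 2 and 3 alone, offsets for transcript length, and the last of these with either of the 2 before it.

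Genes are named by a rule: Cul5 and the genes of Fig. 5d to 5g, the genes of the pathway and cell fates that the paper discusses, the 5 genes that rose and the 5 that fell most among DEGs with a mean of at least 1 CPM and no overlap between the groups, and members of the marker lists that were DEGs. Older symbols were matched through the annotation: Gm9581 is Crybg3 and 9430020K01Rik is Jcad. The marker list genes that were DEGs outside the Th9 list of Fig. 5d are Slc2a1, Hk2, Lif, Maf, Rrm2, Ccr6, Ccr8 and Capg, with log2 fold changes of 0.62, 0.80, 0.89, 1.08, 0.44, -1.20, 0.60 and 0.42.

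The 11 lists for Th1, Th2, Th9, Th17 and Treg cells, glycolysis and hypoxia, the responses to IL-2 and STAT5 and to IL-4 and STAT6, interferon, proliferation and T cell receptor activation hold from 12 to 14 genes each and were tested with limma's camera at an inter-gene correlation of 0.01 and with fry, adjusted over the 11 lists. Lists for B cells, myeloid cells, CD8 T cells, NK cells, erythroid cells and sex-linked genes were summed in CPM per sample and not tested. A sum over 1.5 times the highest WT sample was looked at more closely.

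The fits were tested on simulated counts with the depths of these libraries, in which 197 of 12731 tested genes were changed by 1.59 on the log2 scale. The edgeR fit called 83.2% of the changed genes, and 2.4% of its calls were unchanged genes. For DESeq2 these shares were 82.2% and 10%, for limma 81.2% and 2.4%, and for the study's criterion 87.8% and 78.3%. The share of unchanged genes among the calls depends on the number of genes changed in the simulation. It therefore does not carry over to the real samples. The simulated counts also held no difference between replicate 1 and the other replicates, and their genes varied independently. Of 100 simulated lists without a change, camera gave 0 and fry 4 with an unadjusted p under 0.05.

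The Fisher exact test of Fig. 5c, the Th17 and Th0 heat maps, the comparison with a second public dataset and the binding sites of Fig. 5h rest on public data that were not used here. The result of 1 gene of Fig. 5d is not reported here.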

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

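Most tests in this part were chosen only after the result had been seen. The exceptions are the sum of C1s1 with its copy, the test of the genes around Gm33707 and that of transcript length. Fits with DESeq2, GC offsets, limma on log2(TPM + 1) or 1 sample left out were alternatives set before the data were examined. Marker sums are given in CPM per sample, and a sum over 1.5 times the highest WT sample led to a closer look.

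Marker transcripts of other cell types were higher in single Cul5 cKO samples. The 8 B cell markers added up to 335.24 CPM in Cul5 cKO replicate 3, against 151.45, 120.74 and 123.24 in WT replicates 1, 2 and 3 and 57.63 and 103.38 in Cul5 cKO replicates 1 and 2. The most abundant were Cd74 (154 CPM in that sample), Ighm (73.2) and H2-Aa (53.8), and 7 of the 8 markers, all but Ighm, were highest in that sample, which B cells in the culture would give. The 8 myeloid markers added up to 21.52 CPM in Cul5 cKO replicate 2, against 6.28, 10.95 and 10.38 in WT, and 6 of the 8 were highest there, with Fcer1g at 5.65 CPM, Lyz2 at 2.81 and Csf1r at 2.63, which myeloid cells in the culture would give. A general loss of T cells would raise both lists in the same sample, but the myeloid sum of Cul5 cKO replicate 3 was 6.27 and the B cell sum of Cul5 cKO replicate 2 was 103.38, neither above WT. Cd74 and Ighm were also found in every WT sample, so the lists are not specific to other cells at low levels. Each rise is seen in 1 of 3 Cul5 cKO samples, and no biological explanation was tested.

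The CD8 T cell sum was 11.65 CPM in Cul5 cKO replicate 3, against 5.76, 6.53 and 6.33 in WT. Only Cd8a, 1 of the 2 markers, was highest there, and with 2 genes CD8 T cells in the culture cannot be told apart from a change of Cd8a alone. The erythroid sum was 1.31 CPM in Cul5 cKO replicate 2, against 0.47, 0.17 and 0 in WT, and 2 of the 3 markers were highest there. Hbb-bs had 18 counts there against at most 2 in the other samples and Hba-a1 had 6 against at most 3, but Alas2 was highest in Cul5 cKO replicate 1 with 10, so that erythroid RNA in the culture stays open. The NK cell sums were 0.72, 0.48 and 0.76 CPM in WT and 0.17, 0.22 and 0.49 in Cul5 cKO samples, and the sex-linked sums were 3.46, 3.29 and 5.06 in WT and 1.87, 2.54 and 1.96 in Cul5 cKO samples, neither over 1.5 times the highest WT sample.

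Exosc6, which the paper does not discuss, was at 6.242 CPM in Cul5 cKO samples and at or under the floor in WT. Reads shared with an overlapping gene may account for it. All 1326 bases of its listed transcript are contained in a transcript of Aars, so that kallisto has to divide the reads of this stretch. Without WT replicate 2, WT replicate 3, Cul5 cKO replicate 2 or Cul5 cKO replicate 3, and with limma on log2(TPM + 1), Exosc6 was no longer a DEG, and its adjusted p over the alternatives in which it was tested ranged from 2.84e-09 with DESeq2 to 0.105 with edgeR's quasi-likelihood test. The summed counts of Exosc6 and Aars had a log2 fold change of 0.160 (adjusted p = 0.323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nearly all of these counts belong to Aars, so the sum cannot decide. A change of Exosc6 of its own is not excluded.

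Gm33707, a processed pseudogene that the paper does not discuss, was at 2.79 CPM in Cul5 cKO samples and at or under the floor in WT. The tables argue against reads shared with a near-identical transcript, since 0 transcripts of other genes came up as near-identical, and against a wider change around the gene, since of the tested genes within 500 kb, Mbnl1 and P2ry1, 0 were higher at an unadjusted p under 0.05. Without WT replicate 2, WT replicate 3 or Cul5 cKO replicates 2 or 3 it was no longer a DEG, with an adjusted p from 0.0526 to 0.0816 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the alternatives in which it was tested the adjusted p ranged from 1.29e-06 with DESeq2 to 0.0816. A strain variant that travels with the Cre allele stays open and was not tested.

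C1s1, also not discussed in the paper, was at 3.138 CPM in Cul5 cKO samples against 0.328 in WT. Reads shared with its near-identical neighbour C1s2 would leave the sum of both unchanged, but the summed counts had a log2 fold change of 3.18 (adjusted p = 0.0154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 2, WT replicate 3 or Cul5 cKO replicate 3 C1s1 was no longer a DEG, with an adjusted p from 0.0816 to 0.0839 in the same test, against 4.34e-06 with DESeq2, the lowest over the alternatives, and its log2 fold change stayed between 2.89 and 3.42 in these 3 fits. That loss of Cul5 raises C1s1 is a hypothesis from the same data.

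Outside the genes of Fig. 5d to 5g, 69 genes were DEGs with higher expression in Cul5 cKO cells. Over all 133 DEGs the tables argue against several technical explanations as the whole cause. With the other 5 libraries thinned to the lower depth of WT replicate 3 there were 134 DEGs, 86 of them shared with the 133. With GC offsets 128 of the 133 genes were still DEGs, and with transcript length offsets 127. The difference between replicate 1 and replicates 2 and 3 is balanced over the genotypes, so that 133 genes stayed DEGs with it as a term decides nothing. RNA of other cells in Cul5 cKO replicates 2 and 3 stays open as a part of the cause. It would leave Cul5 cKO replicate 1 at the level of WT replicate 1 in the 1153 genes called in replicates 2 and 3 alone. Of these, 1057 had the same direction in replicate 1, but their median log2 ratio there was 0.267 in the direction called, under the 0.3 set for the test. As to position, at most 5 DEGs lay within 10 Mb, on chromosome 2, and a share of 0.727 of random draws placed as many in a window, so chance placement along the genome suffices. WT mice carry the floxed Cul5 allele too, so the test of linkage to the Cul5 locus (two-sided Fisher exact p = 0.665) decides nothing either, and linkage to the Cre allele was not tested. Of the 10 splits of the 6 samples into 3 and 3, only the real one gave as many DEGs (1 of 10), and the other 9 gave 0, with 64 to 1588 genes at an unadjusted p under 0.05. Since 10 splits cannot give a share under 0.1, an accident of grouping stays open too, and a wider effect of Cul5 on expression is 1 open explanation among these.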

How the results depend on the processing

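The alternatives described as added here were chosen only after the results had been seen. The log2 fold changes of Cul5 and Il9 and the median of the 29 Th9 genes kept their direction in all alternatives, from -2.55 to -1.95 for Cul5, 1.26 to 1.59 for Il9 and 0.67 to 0.93 for the median. Cul5 stayed a DEG in all of them, and Il9 in all but the fits without WT replicate 2 and without WT replicate 3. The 133 DEGs kept their direction wherever they were tested, apart from 1 of 128 with limma on the authors' gene-level table. The numbers of DEGs, 79 higher and 54 lower with 10 Th9, 5 Th2, 6 Th1 and 2 unique genes, depended on the processing, and where no construction is named the cause was not tested.

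DESeq2 gave 361 higher and 332 lower genes, with 22 Th9, 11 Th2, 12 Th1 and 6 unique genes. Library size alone gave 72 and 77. A minimum of 10 counts in every sample, which removes Il24 and Timp1, left 3 Th2 genes, and Rbfox2, Eps8, Crispld2, Trav14d-1, Spin4, Il4, Il5, Il13, Ifng, Exosc6, Gm33707, C1s1 and Adamtsl2 were not tested there either. No filter gave 119 and 109. Counts scaled from TPM gave 37 and 25, with 6 Th9, 3 Th2 and 1 unique gene. Limma on the authors' gene-level table gave 24 and 18, with 1815 genes at an unadjusted p under 0.05 and 5 Th9, 2 Th2 and 1 unique gene. Limma on log2(TPM + 1) gave 15 and 12, with 4 Th9, 2 Th2, 3 Th1 and 1 unique gene, and on log2(TPM + 0.1) 15 and 15 with the same numbers for the lists. The study's criterion, which is not adjusted, gave 1208 and 1154, with 25 Th9, 14 Th2, 16 Th1 and 6 unique genes. GC offsets kept 128 of the 133 genes among 137.

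Replicate numbers were not shown to pair the samples. The correlation of deviations from the group means was 0.37, 0.206 and 0.025 for samples numbered 1, 2 and 3. With the replicate block the fit gave 453 higher and 395 lower genes, with 22 Th9, 12 Th2, 11 Th1 and 5 unique genes, and with GC offsets and the replicate block 489 and 421, with 22, 12, 12 and 5. Il2rg turned to -0.006 with the replicate block and Dcun1d1 to 0.085 with GC offsets and the replicate block, and the interferon response list changed direction in both, with a camera p of 0.823 and 0.874.

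Leaving out 1 sample changed most counts. Higher genes ranged from 0 to 117 and lower genes from 1 to 199 across the 6 fits, with 0 and 2 without WT replicate 3, 1 and 1 without WT replicate 2, 2 and 1 without Cul5 cKO replicate 3, 29 and 16 without Cul5 cKO replicate 2 and 117 and 199 without WT replicate 1. Genes at an unadjusted p under 0.05 ranged from 1655 to 3277, Th9 genes from 0 to 10, Th2 genes from 0 to 7, Th1 genes from 0 to 9, unique genes from 0 to 2, marker lists from 3 to 5 (5 without Cul5 cKO replicate 1), the Th9 median from 0.69 to 0.79, Il9 from 1.26 to 1.51 and Cul5 from -2.48 to -2.28. Each of these fits has 2 samples in 1 group.

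Of the alternatives added, voom with sample quality weights gave 622 higher and 637 lower genes, with 22 Th9, 11 Th2, 11 Th1 and 6 unique genes. The replicate 1 term gave 927 and 761, with 25, 14, 13 and 6, and with transcript length offsets 1088 and 752, with 25, 14, 13 and 6. Replicates 2 and 3 alone gave 572 and 581, with 21, 11, 11 and 5, and with transcript length offsets 451 and 386, with 20, 10, 11 and 5 and a Th9 median of 0.93. Thinning the other 5 libraries to WT replicate 3 gave 134 genes, of which 86 were among the 133, and Crispld2, Trav14d-1, Clip3, Spin4, Il4, Ifng, Exosc6, Gm33707, C1s1 and Adamtsl2 were no longer tested. Depth thus limits genes near the floor, where WT replicate 3 detects 0.759 CPM.

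Some genes near no change reversed. Il2rg, at 0.005, was -0.040 with library size alone, -0.004 with limma on the authors' gene-level table and by the study's criterion, -0.024 with limma on log2(TPM + 1) and log2(TPM + 0.1), -0.041 thinned, -0.023 with transcript length offsets, -0.007 with the replicate 1 term, -0.033 with that term and length offsets, -0.006 in replicates 2 and 3 with length offsets, and -0.099, -0.050 and -0.083 without WT replicate 1, Cul5 cKO replicate 2 and Cul5 cKO replicate 3, where fits without 1 sample ranged from -0.099 to 0.148. Cand1, at 0.04, was -0.001 with library size alone, -0.100 with counts scaled from TPM, -0.124 with limma on the authors' gene-level table, -0.143 and -0.144 with limma on log2(TPM + 1) and log2(TPM + 0.1), and -0.005 without WT replicate 1, where fits without 1 sample reached 0.091. Rbfox2, at 0.76, was -0.188 with counts scaled from TPM and -0.150 and -0.225 with limma on log2(TPM + 1) and log2(TPM + 0.1). Dcun1d1, at -0.03, was 0.036 with counts scaled from TPM, 0.109 with limma on the authors' gene-level table, 0.093 with GC offsets, and 0.002 without WT replicate 3 and without Cul5 cKO replicate 2, where fits without 1 sample went down to -0.066. Cish was -0.007 with limma on the authors' gene-level table and -0.027 with limma on log2(TPM + 1) and log2(TPM + 0.1), and Foxp3 ranged from -0.140 without Cul5 cKO replicate 1 to 0.268 without WT replicate 1. The interferon response list reversed at a camera p of 0.905 with library size alone, 0.948 and 0.926 with limma on log2(TPM + 1) and log2(TPM + 0.1), 0.866 without WT replicate 2, 0.744 without Cul5 cKO replicate 3 (0.524 to 0.874 without 1 sample), 0.942 thinned, and 0.885 and 0.959 with the replicate 1 term without and with length offsets. The Th17 list reversed at 0.973 with limma on log2(TPM + 0.1), the TCR activation list at 0.537 without WT replicate 1 (0.00292 without Cul5 cKO replicate 1 to 0.956 without Cul5 cKO replicate 3), and the Th1 list at 0.682 without Cul5 cKO replicate 1 (0.241 to 0.889 without 1 sample).

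Other named genes passed or no longer passed the threshold in the same direction. Those that newly passed it were 15 with DESeq2, 25 with the study's criterion, 4 with no filter, 1 with a minimum of 10 counts, 17 with the replicate block, 18 with GC offsets and the replicate block, 17 with voom weights, 1 with transcript length offsets, 25 with the replicate 1 term, 26 with that term and length offsets, 18 in replicates 2 and 3 alone and 14 there with length offsets. Those that no longer passed it were 10 with counts scaled from TPM, 14 with limma on the authors' gene-level table, 17 with limma on log2(TPM + 1) and 16 on log2(TPM + 0.1). Thinning gained 3 and lost 4. Without WT replicate 1 the fit gained 5 and lost 4, without Cul5 cKO replicate 2 it gained 1 and lost 14, without Cul5 cKO replicate 1 it lost 8, and without WT replicate 2, WT replicate 3 or Cul5 cKO replicate 3 it lost 24 each.

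Of the marker lists, the Th2 list passed an adjusted p of 0.05 in limma's camera with library size alone, no filter, counts scaled from TPM, limma on log2(TPM + 1) and log2(TPM + 0.1), the replicate block, and without WT replicate 2 or Cul5 cKO replicate 1, and it passes unadjusted in the fit described. The Th17 list passed only with limma on the authors' gene-level table (adjusted p of 0.0455 from limma's camera, against up to 0.973 over the alternatives), and the TCR activation list only without Cul5 cKO replicate 1. The Th9 list no longer passed with the replicate 1 term and with GC offsets and the replicate block.

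Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes at an unadjusted p under 0.05 as the real split, which is that split itself, and 1 each as many Th9, Th2, Th1 and unique genes. By the study's criterion 1 split gave as many genes (2362, against 156 to 1273 in the others) and 1 as many Th9 genes (25, against 0). For marker lists 2 splits gave 3 or more, the other being WT replicate 1 with Cul5 cKO replicates 1 and 3. With 10 splits the share is never under 0.1, so an accident of grouping is not excluded by these counts.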

Differences from the paper's values

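The genes of Fig. 5d to 5g were counted here at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. In the authors' deposited gene-level table, whose p are not adjusted, all 29, 17, 18 and 6 genes of the 4 heat maps have a p under 0.05 in the direction drawn, the largest p being 0.0432, so that table gives the paper's counts.

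For the Th9 heat map, 10 genes were DEGs against the paper's 29, of which 10 were higher against the paper's 25 and 0 lower against the paper's 4. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's 29 with DESeq2 (22 genes, 21 higher), with the study's criterion on summed counts (25 genes, 22 higher and 3 lower), with the replicate number as a block (22 genes, 21 higher) and with that block and GC offsets (22 genes, 21 higher). For the 4 lower genes only the study's criterion did so. The other alternatives set before the data were examined did not: library size alone gave 10, at least 10 counts in every sample 9, no filter 14, counts scaled from TPM 6, limma on the authors' gene-level table 5, limma on log2(TPM + 1) and on log2(TPM + 0.1) 4 each, GC offsets 10, and leaving out 1 sample from 0 to 10, the count of 0 arising without WT replicate 2 and without WT replicate 3, where 24 and 26 genes had an unadjusted p under 0.05.

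For the Th2 heat map, 5 genes were DEGs against the paper's 17. The study's criterion gave 14, and the replicate block gave 12 with or without GC offsets, all within 1.5 times. DESeq2 gave 11 and did not come within 1.5 times, nor did the other alternatives set before the data were examined, with 2 to 6 genes and from 0 to 7 with 1 sample left out. For the Th1 heat map, 6 genes were DEGs against the paper's 18. DESeq2 gave 12, the study's criterion 16 and the replicate block with GC offsets 12, within 1.5 times, and the replicate block alone gave 11, outside it, as were the other alternatives set before the data were examined, with 3 to 7 genes and from 0 to 9 with 1 sample left out. For the genes unique to Th9 cells, 2 were DEGs against the paper's 6. DESeq2 and the study's criterion gave 6, and the replicate block gave 5 with or without GC offsets. The other alternatives set before the data were examined gave from 1 to 3 genes, and from 0 to 2 with 1 sample left out.

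Among alternatives chosen after seeing the values, the difference between replicate 1 and the other replicates as a term gave 25 Th9, 14 Th2, 13 Th1 and 6 unique genes, the same with transcript length offsets added. Limma's voom with sample quality weights, also chosen after seeing the values, gave 22, 11, 11 and 6, replicates 2 and 3 alone gave 21, 11, 11 and 5, and these replicates with transcript length offsets gave 20, 10, 11 and 5. Transcript length offsets on all samples, chosen after seeing the values, gave 11, 5, 6 and 2, and thinned libraries, likewise chosen after seeing them, gave 11, 6, 7 and 2.

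Single genes of the heat maps that were not DEGs here were called in some settings. No filter added Cpd, Dmwd, Nek6 and Rsph3a. At least 10 counts in every sample added Gpm6b. DESeq2 added Batf3, Cpd, Dmwd, Emp1, Gatm, Gpm6b, Il10, Jcad, Nek6, Ppp2r3a, Rai14, Rsph3a, Eps8 and Clip3. The study's criterion added these and Dusp14, Iqgap3, Slc2a6, Trav14d-1 and Spin4. The replicate block added Efna5 and all those added by DESeq2 but Batf3 and Eps8, and with GC offsets Eps8 as well. Without WT replicate 1, Emp1, Il10, Rai14 and Eps8 were added, and without Cul5 cKO replicate 2, Gatm. Among the alternatives chosen after seeing the values, the term for replicate 1, with or without transcript length offsets, added, among others, Efna5, Slc2a6 and all those added by DESeq2. Voom weights, chosen after seeing the values, added those of DESeq2 but Gatm and Clip3, with Efna5. Replicates 2 and 3 alone, chosen after seeing the values, added Batf3, Cpd, Dmwd, Efna5, Emp1, Eps8, Il10, Jcad, Nek6, Ppp2r3a, Rai14 and Rsph3a, the last of them not with transcript length offsets. Thinned libraries, chosen after seeing the values, added Dmwd, Emp1 and Rsph3a, and transcript length offsets Cpd.

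The paper draws Rbfox2 and Fam57a as higher in Fig. 5d and Crispld2 as higher in Fig. 5f. In all settings run on the estimated counts or TPM, and with limma on the authors' gene-level table, these 3 genes were not DEGs. Their log2 fold changes were 0.76 (Rbfox2), 0.23 (Fam57a, adjusted p = 0.387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.23 (Crispld2, adjusted p = 0.724 from the same test), and that of Rbfox2 was -0.19 with counts scaled from TPM.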

Other observations

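The tests in this part were chosen only after the result had been seen, apart from those of transcript length. Fits with DESeq2 or the replicate block were alternatives set before the data were examined.

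WT replicate 3 lay apart from the other libraries on the first principal component, at 59.3 against -23.6 to 11.4, a component that held 43.9% of the variance. Its mean distance to the others was 1.234 times that among the other 5 as deposited, and 1.103 times once all libraries had its depth, so its lower depth may account for much of the distance. GC content had a Spearman rho of 0.066 with the log2 ratio of WT replicate 3 to the other WT samples. This argues against GC content as the whole cause. Transcript length had a rho of 0.268 with the same ratio, against -0.407 between WT replicates 1 and 2. Since that pair also differs by length, the comparison cannot decide on transcript length. These are correlations across 8044 genes, which are not independent replicates. The fragment length implied by kallisto's effective lengths was 247 bases for WT replicate 3 and between 203 and 212 bases for the other libraries. This difference was not tested as a cause. In the authors' deposited table 117 genes are at the lowest value in WT replicate 3, against 5 to 12 in the others.

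Replicate 1 of both genotypes lay apart from replicates 2 and 3. Between replicate 1 and the others, with genotype as a term, 1276 genes differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 734 of them higher in replicates 2 and 3 and 542 lower, and 4 of the 133 DEGs between genotypes were among them. Genes of the T cell receptor response were lower in replicate 1 of both genotypes, with an adjusted p of 2.959e-15 for the activation list from limma's camera and 0.00550 from fry. The log2 difference was 5.15 for Egr1, 6.14 for Egr3, 3.26 for Nr4a1 and 5.41 for Il2. Ccl3 and Xcl1 were higher in replicates 2 and 3 too, but under the floor in replicate 1 of both genotypes, so no exact fold is given. For the remaining genes of the list the log2 difference ranged from 0.327 for Myc to 1.93 for Nr4a3. A weaker or earlier response at harvest is a candidate explanation, and while the legend of Fig. 5 places all samples in a single experiment, neither the labels nor the paper's text gives a cause. Camera also gave an adjusted p of 0.0422 for the Th1, glycolysis and hypoxia, and proliferation lists, of which only the Th1 list held under fry (0.00650). Fry alone passed 4 further lists, with an adjusted p of 0.00650 for Treg, 0.00958 for the IL-4 and STAT6 response, 0.0216 for Th17 and 0.0481 for Th2, so the difference is not limited to the T cell receptor response. The tables argue against GC content (rho 0.022), transcript length (rho 0.118), the lower depth of WT replicate 3 (1104 genes still differed without that library) and RNA of B cells or myeloid cells (at most 1 of 8 markers of a list parted the libraries that way). Sample quality weights from limma's voom were 0.322 for WT replicate 1 and 0.466 for Cul5 cKO replicate 1, and 1.10 to 2.86 for the others.

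Transcript length also separated WT replicates 2 and 3 from the other libraries. Across genes, the rho of length with the log2 ratio of a pair was -0.407 and -0.361 for WT replicate 1 against WT replicates 2 and 3, 0.355 to 0.380 for WT replicate 2 against the Cul5 cKO samples and 0.253 to 0.286 for WT replicate 3 against them, but -0.096 to -0.017 for WT replicate 1 against them. Within replicates 2 and 3 this trend runs along genotype. With the difference between replicate 1 and the others as a term, 1688 genes were DEGs, and 1571 of them remained so with transcript length offsets, which argues against transcript length as the whole cause. In replicates 2 and 3 alone there were 1153 DEGs without and 837 with these offsets, 755 of them shared. Its origin was not tested.

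Reads of Cul5 remained in Cul5 cKO cells. Loss of exons 9 to 11 alone would remove the share of the transcript they hold, 8.5% of ENSMUST00000034529, 5.6% of ENSMUST00000120122 and 5.1% of ENSMUST00000166367, but 80.9% of the WT level was lost. A lower level of the whole transcript, or cells that kept the gene, may be involved, and the gene-level counts do not part these. Exons 9 to 11 span 304, 333 and 306 bases in these transcripts, which is 1, 0 and 0 bases beyond whole codons. These shares and lengths number the exons within each transcript, so they describe different stretches of the gene. Exons 9 to 11 of ENSMUST00000034529 are exons 10 to 12 of ENSMUST00000120122 and 8 to 10 of ENSMUST00000166367. A single deletion removes the same stretch from each of them, so the reading frame depends on which numbering is meant. The paper states that the deletion shifts the reading frame, and its text does not name the transcript whose exons are numbered.

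Rps7 (ENSMUSG00000061477), singled out after its values were seen, was lower in Cul5 cKO cells, with a log2 fold change of -1.31 (adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and counts of 8749, 8351 and 1179 in WT and 2888, 3440 and 3159 in Cul5 cKO samples. Its pseudogene Gm6472 went the other way, from 9681, 8398 and 1971 to 11459, 12512 and 12150. The summed counts of Rps7 and the copies that match it over at least 300 bases, 8 genes in all, had a log2 fold change of -0.21 (unadjusted p of 0.0174 from edgeR's quasi-likelihood test). Reads shared with pseudogenes and a smaller loss of Rps7 transcripts cannot be told apart, since the sum moved in the same direction by less than the gene alone.

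A general rise of effector cytokine transcripts is a candidate explanation for the higher Il9. Of 8 other cytokine genes, the 5 that were tested (Il4, Il5, Il13, Ifng and Il10) were all higher, with log2 fold changes from 1.57 to 2.15. Of these 5, 0 were DEGs, and 3 (Il4, Il5 and Il10) had an unadjusted p under 0.05. Il4, Il5 and Ifng had 2, 2 and 1 counts in WT replicate 3, under the floor. Ifng had 2, 33 and 100 counts in Cul5 cKO replicates 1, 2 and 3. Its log2 fold change was 0.79 without Cul5 cKO replicate 3. In replicates 2 and 3 alone Il4, Il5, Il13 and Il10 were DEGs, with the replicate block or the replicate 1 term Il5, Il13 and Il10, and with DESeq2 or voom weights Il10. Il17a, Il21 and Il3 were too low to be tested, so the test, which asked for 7 of the 8 genes, could not be met and decides nothing. That all 5 tested genes rose is what a general rise needs, and it stays open beside a rise of Il9 of its own. Il6 had counts of 3, 82 and 8 in Cul5 cKO samples, most of them in replicate 2, and was not tested. That sample also had the highest sum of myeloid markers, so its Il6 counts cannot be assigned to the T cells.

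In the authors' deposited gene-level table, 1595 genes have a p under 0.05, the authors' own value, 804 higher and 791 lower, where chance gives 562 of the 11241 named genes. After Benjamini-Hochberg adjustment of the authors' p, 1 gene has an adjusted p under 0.05, at 0.0088.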
